# Photobiomodulation Attenuates Neurotoxic Polarization of Macrophages by Inhibiting the Notch1-HIF-1α/NF-κB Signalling Pathway in Mice With Spinal Cord Injury

**DOI:** 10.3389/fimmu.2022.816952

**Published:** 2022-03-17

**Authors:** Yangguang Ma, Penghui Li, Cheng Ju, Xiaoshuang Zuo, Xin Li, Tan Ding, Zhuowen Liang, Jiawei Zhang, Kun Li, Xuankang Wang, Zhijie Zhu, Zhihao Zhang, Zhiwen Song, Huilin Quan, Xueyu Hu, Zhe Wang

**Keywords:** photobiomodulation, spinal cord injury, inflammatory response, macrophages, polarization, Notch1

## Abstract

Spinal cord injury (SCI) is a catastrophic disease with a complex pathogenesis that includes inflammation, oxidative stress, and glial scar formation. Macrophages are the main mediators of the inflammatory response and are distributed in the epicentre of the SCI. Macrophages have neurotoxic and neuroprotective phenotypes (also known as classically and alternatively activated macrophages or M1 and M2 macrophages) that are associated with pro- or anti- inflammatory gene expression. Our previous study demonstrated that photobiomodulation (PBM) alters the polarization state of macrophages in the SCI region towards the M2 phenotype and promotes the recovery of motor function in rats with SCI. However, the mechanism by which PBM promotes SCI repair remains largely undefined. This study is based on the replacement of conventional percutaneous irradiation with implantable biofibre optic *in vivo* irradiation. The aim was to further investigate the effects of PBM on SCI in mice under new irradiation patterns and its potential mechanisms of action. PBM was administered to male mice with clamped SCI for four consecutive weeks and significantly promoted the recovery of motor function in mice. Analysis of the macrophage phenotypes in the epicentre of the SCI in mice showed that PBM mainly inhibited the neurotoxic activation of macrophages in the SCI area and reduced the secretion of inflammatory factors such as IL-1α and IL-6; PBM had no effect on M2 macrophages. Immediately afterwards, we constructed *in vitro* models of the inflammatory polarization of macrophages and PBM intervention. We found that PBM attenuated the neurotoxicity of M1 macrophages on VSC 4.1 motor neurons and dorsal root ganglion (DRG) neurons. The effects of PBM on neurotoxic macrophages and the possible mechanisms of action were analysed using RNA sequencing (RNA-seq), which confirmed that the main role of PBM was to modulate the inflammatory response and immune system processes. Analysis of the differentially expressed genes (DEGs) associated with the inflammatory response showed that PBM had the most significant regulatory effects on genes such as interleukin (IL)-1α, IL-6, cyclooxygenase-2 (COX-2), and inducible nitric oxide synthase (iNOS) and had obvious inhibitory effects on inflammation-related Notch1 and hypoxia-inducible factor-1α (HIF-1α) pathway genes. RNA-seq analysis of the effect of PBM on gene expression in resting-state macrophages and M2 macrophages did not show significant differences (data not shown). In conclusion, PBM promoted better motor recovery after SCI in mice by inhibiting the neurotoxic polarization of macrophages and the release of inflammatory mediators by acting on the Notch1-HIF-1α/NF-κB Signalling Pathway.

## Introduction

Spinal cord injury (SCI) is a central nervous system injury caused by physical factors, such as car accidents, violence, and fall injuries, that often leads to autonomic, sensory, and motor nerve dysfunction below the plane of injury; it is often accompanied by paralysis and lifelong disability in severe cases and may also lead to mental and psychological disorders, thus placing a heavy burden on patients, their families, and society (1–3). Previous studies have found that spinal cord injuries can be divided into two stages according to pathological development: primary and secondary injuries (3, 4). Primary injury is irreversible and refers to the direct effect of trauma, including compression, contusion, and shear forces, to the spinal cord. Secondary injury is a continuation of the primary injury; its pathological process mainly includes the inflammatory response, oxygen-free radical formation, local ischaemia, and apoptotic necrosis, which can last for weeks or months and lead to a gradual expansion of the lesion area and further aggravation of nerve damage (5). In particular, the secondary inflammatory response is considered to be a key in the prognosis of SCI (6, 7).

Macrophages are the most important immune cells in the secondary inflammatory response after SCI, and their polarization status plays a decisive role in the local microenvironment of the injured area (8, 9). Macrophages are recruited to the injury epicentre 2-3 days after SCI; macrophage-mediated inflammation peaks approximately 7 days after injury and plays an important role in secondary SCI (10, 11). In response to different microenvironmental signals in the injury zone, macrophages can exhibit M1 (proinflammatory; classically activated) or M2 (anti-inflammatory; alternatively activated) polarization states; M1 macrophages are neurotoxic and M2 macrophages promote regeneration of damaged nerves (12). M1 macrophages express high levels of iNOS and proinflammatory cytokines (e.g., IL-6, IL-1α, and IL-1β), which exert cytotoxic effects on neurons and glial cells (6). In contrast, M2 macrophages produce high levels of arginase 1 (Arg1), anti-inflammatory factors (e.g., IL-10 and TGF-β), and neurotrophic factors (e.g., BDNF and NGF), which exert immunomodulatory, tissue repair, and functional remodelling effects (8). In a mouse model of SCI, the macrophages are mainly proinflammatory (12, 13). Inhibition of proinflammatory M1 activation or suppression of M1 inflammatory mediator expression may be a promising approach for the treatment of SCI. PBM, also known as low-level laser therapy (LLLT), is a classic physical therapy method that has significant anti-inflammatory and tissue repair effects (14). Relevant studies have shown that PBM can change the polarization state of macrophages in the SCI area of rats to the M2 phenotype, reduce the apoptosis of neurons and oligodendrocytes, promote axonal regeneration, and ultimately promote the recovery of neurological function (15, 16). However, the mechanisms by which PBM regulates macrophage polarization and promotes SCI repair remain unclear.

Notch signalling, a highly conserved signalling pathway, is involved in multiple biological processes, such as the determination of cell fate, differentiation, and apoptosis (17, 18). Mammals express four Notch receptors (Notch-1 to -4) and five Notch ligands (Delta-like-1, -3, and -4, and Jagged-1 and -2). The binding of the ligand to the receptor results in the shedding of the Notch extracellular domain, followed by the release of the Notch intracellular domain (NICD) by γ-secretase. The NICD is translocated to the nucleus, where it binds to the transcription factor RBP-J, which activates Notch downstream target genes, mainly hairy and enhancer of split (Hes) isoforms 1 and 5. The NICD also interacts with HIF-1α (19, 20), a major regulator of glycolysis, which is associated with M1 activation (21, 22). Additionally, in LPS-induced activation of macrophages, NICD1 is recruited to mitochondrial DNA (mtDNA), and the respiratory chain components encoded by mtDNA are upregulated in a Notch-dependent manner (20). Taken together, these findings suggest that Notch plays an important role in linking macrophage metabolism and M1 activation. Furthermore, γ-secretase inhibitors (DAPT) could exert inhibitory effects on Notch to attenuate LPS-stimulated M1 gene expression (23).

We conducted the experiments described below to study the regulatory effect of PBM on macrophages in the SCI area of mice and their potential molecular mechanisms. In this study, mouse bone marrow-derived macrophages (BMDMs) were extracted, and models of macrophage inflammatory polarization and PBM treatment were constructed *in vitro*. Transcriptome analysis and validation of differentially expressed genes in classically activated macrophages under PBM were performed. We found that PBM attenuated the neurotoxic polarization of macrophages and the secretion of inflammatory factors by inhibiting the Notch1-HIF-1α/NF-κB signalling pathway. Our findings provide novel insight into elucidating the molecular mechanisms of the anti-inflammatory and tissue repair effects of PBM. We suggest that Notch1 and HIF-1α may serve as new therapeutic targets for SCI.

## Materials and Methods

### Animals and Ethics Statement

Six- to eight-week-old male C57BL/6 mice, each weighing approximately 18-20 g, were provided by the Animal Experiment Centre of the Fourth Military Medical University (Xi’an, Shaanxi, China). Animals were housed in clean and warm cages at an ambient temperature of 22-25°C on a 12-hour light/dark cycle with an adequate supply of food and water. The animal protocol was reviewed and approved by the Ethics Committee of the Fourth Military Medical University. All operations were performed to minimize the number of animals used and to reduce animal suffering.

### Spinal Cord Injury Model

Male C57BL/6 mice, 8-10 weeks old, were used to generate the SCI models. Based on our previous study (15, 24), a standardized bilateral spinal cord compression injury model in mice under aseptic conditions was constructed. Mice were anaesthetized by intraperitoneal injection of 0.6% sodium pentobarbital (10 mL/kg). After disinfection, the skin, subcutaneous tissue, and paravertebral muscles were separated layer by layer, and the T9 vertebral body was positioned under the microscope. Then, the T9 spinous process and vertebral plate were removed with fibre bite forceps to fully expose the spinal cord without injuring it. Dumont tethered forceps (Fine Scientific Tools, Heidelberg, Germany) were modified by adding a metal spacer between the blades to achieve a 0.3-mm gap at full closure. The modified forceps were fully inserted around both sides of the spinal cord in a vertical direction, and the spinal cord was clamped with the forceps maximally closed for 30 s. Both lower limbs of the mice were stretched, and the tails were twitched. After clamping, absorbable sutures were used to moderately fix the front end of the medical diffusing optical fibre (Xi’an Laser Tech Medical Technology Co., Ltd., Shaanxi, China) to the spine and soft tissues of the 8th thoracic segment of the mice (25). The muscle layer and skin were sutured together, and the skin was disinfected with iodophor. Mice with only exposed spinal cord tissue and no clamp injury were used as the sham-operated group. After the operation, each mouse was placed individually in a warm box until they woke up. The mice were given artificial bladder massages twice a day to prevent urinary tract infection. If the mice developed lower limb oedema or wound infection, they were excluded from the experiment.

### Photobiomodulation Therapy

Mice treated with SCI and sham surgeries were randomly divided into the PBM therapy group and the blank control group, each containing 40 mice. Mice in the PBM therapy group were anaesthetized by intraperitoneal injection of 0.6% sodium pentobarbital (10 mL/kg) and placed in a dark cage at an ambient temperature of 25°C. A continuous 808-nm semiconductor laser (MW-GX-808, Lei Shi Optoelectronics Co., Ltd. Changchun, China) and its matched medical diffusing optical fibre were used for PBM therapy in mice. The safety of the optical fibre and the irradiation parameters has been validated in piglet models (25, 26). The highly transparent medical silica coating on the fibre surface ensures flexibility and biocompatibility without affecting its optical properties. The optical fibre is cylindrical with a diameter of 600 μm. The output power of the fibre was tested using a calibrated optical sensor to confirm that the output power of the fibre was consistent with the set power. We irradiated the SCI area of mice with a power density of 50 mW/cm^2^ for 50 minutes once a day.

### Behavioural Analysis

The recovery of motor function in the hindlimbs of mice was assessed by the Basso Mouse Scale (BMS) (27). Each mouse was pretrained and placed individually in an open field. The method measures hindlimb joint movement, trunk position and stability, forelimb and hindlimb coordination, paw position, toe clearance, and tail position. All mice were observed by two independent investigators blinded to the treatment groups. The scores were measured before surgery and at 1, 3, 7, 14, 21, and 28 days postinjury (dpi). Scores from 0 to 9 represent total paralysis to normal movement, respectively. The Louisville Swimming Scale (LSS) was performed to assess the recovery of motor function after SCI (28). Mice were placed in a water-filled tank and trained to swim from one side to the other. Forelimb dependence, hindlimb movement and alternation, body angle, and trunk stability were recorded and assessed according to the LSS. Each mouse was tested twice, and the average of the two tests was taken as the final score.

### Tissue Processing

Mice were anaesthetized and perfused with 4% paraformaldehyde for cardiac perfusion, and 2-cm-long spinal cord segments that were centred on the injury site were dissected, incubated in the same fixative for 6 hours, transferred to 25% sucrose solution for dehydration and incubated at 4°C until the tissue sank. The tissue was then placed face-up on the specimen tray and encapsulated in OCT embedding agent, and the specimen tray was placed on the quick-freezing table of a cryostat (CM1900, Leica) for rapid freeze embedding. When the OCT had frozen, tissue sectioning commenced. The sagittal direction of the spinal cord was extended, and consecutive sections of approximately 12-µm thickness were obtained, followed by fixation of the sections on slides. Sections of the area near the epicentre were selected for each subject, stored at -20°C, and prepared for immunofluorescence. After the mice were anaesthetized, the hearts were rinsed with saline, and approximately 2-cm-long spinal cord segments were collected from the injury site, rapidly frozen in liquid nitrogen, and stored at -80°C. The prepared samples were used for western blot analysis.

### Western Blot Analysis

RIPA lysis buffer supplemented with protease and phosphatase inhibitor cocktail (Thermo Fisher) was used to extract proteins from the spinal cord tissue and cultured cells. The protein concentration was determined by the BCA method. Equal amounts of protein (30-50 µg) were isolated from each set of samples, separated by SDS–PAGE (10%), and transferred to NC membranes (EMD Millipore Corp). Membranes were blocked with 5% skimmed milk powder for 1 hour at room temperature and incubated overnight at 4°C with the following specific primary antibodies: iNOS (13120S, Cell Signaling Technology, 1:1000), Arg-1 (93668S, Cell Signaling Technology, 1:1000), β-Actin (3700S, Cell Signaling Technology, 1:1000), Notch1 (3608S, Cell Signaling Technology, 1:1000), HIF-1α (bs-0737R, Bioss, 1:1000), NF-κB (8242S, Cell Signaling Technology, 1:1000), and p-NF-κB (3033S, Cell Signaling Technology, 1:1000). After washing with TBST, the membranes were incubated with the corresponding secondary antibodies for 1 hour. The bands were developed with western blotting-enhanced chemiluminescent solution (Millipore), and the images were captured with an Amersham Imager 600 Station (GE Healthcare, Stockholm, Sweden). The greyscale value of each band was measured using ImageJ software.

### Immunofluorescence

Frozen sections of spinal cord tissue or cultured cells were washed three times with phosphate-buffered saline (PBS) for 5 minutes each and then incubated with 1% donkey serum containing 0.3% Triton X-100 for 30 minutes. The sections or cells were incubated with primary antibody overnight at 4°C. The following primary antibodies were used: anti-F4/80 (ab6640, Abcam, 1:150), anti-iNOS (ab49999, Abcam, 1:200), anti-Arg1 (93668S, Cell Signaling Technology, 1:50), anti-CD86 (ab119857, Abcam, 1:150), anti-mannose receptor (CD206) (ab64693, Abcam, 1:200), anti-Notch1 (4380T, Cell Signaling Technology, 1:200), and anti-β-III-tubulin (ab78078, Abcam, 1:300). Incubation with the corresponding secondary antibody was then performed for 2 hours at 37°C. Finally, the nuclei were stained with DAPI. Fluorescence images were acquired by fluorescence microscopy (BX51, Olympus), and the fluorescence intensity was analysed by ImageJ software.

### Extraction and Treatment of Mouse BMDMs

Mouse BMDMs were extracted in the manner we have previously reported (29). Briefly, the femur and tibia of 6- to 8-week-old C57BL/6 mice were extracted, and their bone marrow cavities were flushed with PBS. The flushed cell suspension was digested with erythrocyte lysis solution and centrifuged at 300 × g for 5 minutes. The supernatant was discarded. The cell-containing pellet was resuspended in pretreated Dulbecco’s modified Eagle’s medium (DMEM) containing 10% FBS, 1% penicillin/streptomycin solution, and 10 ng/mL macrophage colony-stimulating factor (M-CSF; R&D Systems). Bone marrow cells were counted using a haemocytometer. The concentration was adjusted to 2×10^6^ cells/mL in DMEM. Two millilitres of DMEM containing primary bone marrow macrophages was added to each well of a 6-well plate. BMDMs were induced to differentiate into M0 macrophages with M-CSF-conditioned medium (10% FBS, 1% penicillin–streptomycin double-antibody, DMEM high-glucose medium, 10 ng/mL M-CSF). Cells were differentiated in fresh conditioned medium for 7 days until the cells matured in culture.

Mature M0 macrophages were then polarized to M1 macrophages after the addition of 100 ng/mL lipopolysaccharide (LPS; Sigma–Aldrich) and 20 ng/mL interferon-γ (IFN-γ; Sigma–Aldrich) to the medium. For the PBM intervention model of M1 macrophages, we placed mouse BMDMs costimulated with LPS and IFN-γ in a sterile dark box at a constant temperature and irradiated the cells in a vertical direction using a semiconductor laser equipped with a fibre uniform lens (COL-12K, Lei Shi Optoelectronics Co., Ltd. Changchun, China). PBM intervention was administered while LPS plus IFN-γ were added to BMDMs to induce neurotoxic M1 macrophage activation. PBM treatment with an irradiation power of 6 mW/cm^2^ and an irradiation duration of 7 minutes was performed every 12 hours. Cells in the control group were also placed in the dark chamber, but no PBM therapy was performed. **Supplementary Tables 1** and **2** provide information on the semiconductor laser equipment and the specific parameters of the PBM therapy.

### Flow Cytometry

BMDMs were cultured *in vitro* with M-CSF-conditioned medium. After culturing for 7 days, BMDMs were stimulated for 48 hours with PBS and 100 ng/mL LPS plus 20 ng/mL IFN‐γ to polarize them into M0 and M1 macrophages, respectively. After cell maturation, 0.25% trypsin with 0.02% EDTA (Gibco, Grand Island, USA) was added, and 6‐well plates were plated into incubators for 2 minutes during digestion. Then, DMEM with 10% FBS was added to terminate digestion, the cells were placed into a centrifuge at 300 × g for 5 minutes, and the supernatant was discarded. Cells were resuspended in flow cytometry liquid and blocked with 20 μL of rat serum. Next, 40 μL of the primary antibody mix (BV510-CD11b, 1:200, BioLegend, 101245; APC-F4/80, 1:50, eBioscience, 17-4801-82; PE-CD86, 1:200, BioLegend, 105014) was added and the cells were incubated for 15 minutes on ice in the dark. Then, the cells were washed twice with flow cytometry liquid and assessed on a flow cytometry machine (Beckman Coulter, CA, USA).

### RT–PCR

An OMEGA RNA extraction kit (BioLegend, San Diego, CA) was used according to the manufacturer’s protocol to extract the total RNA. The RNA obtained was reverse transcribed using PrimeScript RT Master Mix (TaKaRa Bio Inc, Kusatsu, Japan) according to the manufacturer’s protocol. The beta‐actin housekeeping gene was used for the normalization of gene expression by parallel amplification. The relative expression levels of the target mRNAs were calculated. The RT–PCR data were analysed by the 2^−ΔΔCT^ method. The PCR primer sequences are listed in **Supplementary Table 3**.

### Neuronal Culture and Treatments

Ventral spinal cord 4.1 (VSC 4.1) motoneurons were grown in a fully humidified incubator at 37°C with 5% CO_2_ in DMEM containing 10% FBS and 1% penicillin/streptomycin. Dorsal root ganglia (DRGs) were extracted from Sprague–Dawley rat neonates (P0–P2) using the method we reported previously (30). The DRGs were completely cut up and digested with trypsin solution (0.125%) and type IV collagenase solution (0.1%) for 30 minutes. The digested DRGs were rinsed well, and digestion was stopped in DMEM-F12 supplemented with 20% FBS. Then, the cells were centrifuged at 1,000 rpm for 5 minutes. The DRG neurons were subsequently suspended in neurobasal cultures with the addition of B27 and 1% penicillin/streptomycin solution. The DRG neurons were grown in 6-well plates at a density of 10,000 cells per well.

To investigate the effect of PBM on the neurotoxicity of M1 macrophages. We collected the culture supernatant of macrophages after 24 hours of LPS plus IFN-γ treatment and labelled it as M1 macrophage-conditioned medium (M1CM). The conditioned medium was filtered with a 0.22-μm membrane to remove cellular residue. At the same time, the M1CM was treated with PBM (M1CM + PBM), and the conditioned medium of resting-state macrophages (M0CM) was collected. Half of the VSC 4.1 motor neurons and DRG neuronal cultures were replaced with macrophage-conditioned medium (MCM). Neurons were cultured in mixed medium for 24 hours to assess the effect of macrophages on neurons.

### Annexin V-FITC/PI Assay for Apoptosis

To measure VSC 4.1 motoneuron apoptosis, neuronal cells treated with three different sets of MCM for 24 hours were collected using the Alexa Fluor 488-Annexin V Dead Cell Apoptosis Kit (Thermo Fisher) according to the manufacturer’s protocol and double-stained with propidium iodide (PI) and Alexa Fluor 488-Annexin V. The stained cells were analysed by flow cytometry (Beckman F500). A minimum of 10,000 cells were analysed in each sample.

### Quantification of Neurite Outgrowth

For the neurite outgrowth assays, the extent of neurite outgrowth under different experimental conditions was compared by measuring the mean neurite length of each neuron. The NeuronJ plug-in of the image analysis software suite NIH ImageJ was used to measure neurite length. Each experimental condition was repeated in three wells. Four images with 200× magnification were randomly obtained in each well. The neurites of all neurons in each image were tracked, and the number of DRG neurons in each image was counted. There were 5 neurons in each image; therefore, 20 neurons were measured in each well. The total neurite length of the 20 neurons was divided by the number of neurons to calculate the average neurite length of neurons in each well. The average value of 3 wells under each culture condition was taken, and the average value of 3 independent cultures was used to obtain the average group value of the neurite length of each neuron.

### RNA-seq and GO Analysis

Twelve hours after PBM intervention, total RNA was collected from M1 macrophages in the PBM intervention group and the blank control group using a TRIzol kit (Takara). RNA quality was examined by gel electrophoresis and with a Nanodrop spectrophotometer (Thermo, Waltham, MA, USA). Enrichment of mRNA, fragmentation, reverse transcription, library construction, and HiSeq X Ten were performed by Genergy Biotechnology Co. Ltd. (Shanghai, China). Cufflinks methods were used for the determination of expression values (31). GO analysis was carried out with clusterProfiler software. P ≤ 0.05 was considered to indicate significance.

### ELISA

The levels of IL-1α, IL-6, and COX-2 were measured in macrophage cultures from the M0, M1 and M1+PBM groups at 24 and 48 hours after PBM intervention. An enzyme-linked immunosorbent assay (ELISA) kit (Meimian Industrial) was used according to the manufacturer’s instructions. The levels of IL-1α and IL-6 in the spinal cord tissues of the sham-operated, 7 dpi, and 7 dpi + PBM groups were assessed with ELISA kits (Meimian Industrial). The injured spinal cord tissue was homogenized in PBS, and the tissue homogenization supernatant was collected, manipulated and analysed according to the instructions provided by the reagent vendor.

### Treatment of Cells With Inhibitors

To target Notch signalling in M1 macrophages, the γ-secretase inhibitor DAPT (S2215, Selleckchem) was used to treat LPS- and IFN-γ-treated macrophages. Macrophages were pretreated with two concentrations of DAPT (20 μM and 40 μM), before the addition of LPS and IFN-γ for 1 hour. An equal volume of DMSO was added as a vector control for DAPT.

### Virus Construction and Transfection

For adenovirus infection (Hanbio Biotechnology, Shanghai, China), cells were seeded in 6-well plates at a density of 1 × 10^6^ cells per well. After maturation of macrophages, the cells were infected with adenoviruses expressing GFP (Ad-GFP) or intracellular domain of Notch1 (NICD1) (Ad-NICD1-GFP) with a multiplicity of infection (MOI) of 100. All transfections were performed with the help of polybrene according to the manufacturer’s instructions. Forty-eight hours after transfection, M1 macrophages were harvested for immunoblotting assays.

### Statistical Analysis

All the data from at least three independent experiments in the present study were first processed by GraphPad Prism version 8.3.0 software and are presented as the mean ± standard deviation (SD). Means were compared using Student’s t test where applicable. Differences among more than two groups were statistically analysed using one-way analysis of variance (ANOVA) followed by *post hoc* Tukey’s multiple comparisons test. P< 0.05 was taken to indicate a statistically significant difference; subsequently p values are indicated with asterisks (*P< 0.05; **P< 0.01; and ***P< 0.001).

## Results

### PBM Promotes the Recovery of Motor Function in SCI Mice and Reduces the Activation of Neurotoxic Macrophages in the Epicentre of the Injury

**Figure 1A** is the experimental design in this study. The BMS and LSS score were used to evaluate the motor function of mice in different treatment groups. As shown in **Figures 1B, C**, in the sham operation group, PBM did not affect the swimming test or BMS score of the mice. These results suggest that PBM does not injure the spinal cord tissue of mice. The BMS score of mice with SCI were compared with the control group and the PBM group. We found that at 7 dpi, the BMS score of the PBM group was higher than that of the control group, and this difference was maintained until the 28 dpi. The recovery of motor function in the PBM group was significantly better than that in the control group (**Figure 1B**). The LSS score of SCI mice also showed that the recovery of lower limb motor function in the PBM group was significantly better than that in the blank control group (**Figure 1C**). Previous reports have shown that macrophages are recruited to the epicentre of injury after SCI and play an important role in secondary inflammation (1, 8, 11). To investigate the characteristics of macrophage-associated inflammatory responses in the SCI area with the time of injury, we extracted the spinal cord tissue of mice in the sham operation group on the 28th day after the operation and the spinal cord tissue of the mice in the SCI group at 3 dpi, 7 dpi, 14 dpi, and 28 dpi. The protein levels of iNOS (M1 marker) and Arg1 (M2 marker) in each group were detected by western blotting. The results showed that the expression levels of macrophage polarization-related iNOS and Arg-1 peaked at approximately 7 dpi and then decreased gradually (**Figures 1D, E**). At 7 dpi, PBM decreased the expression of iNOS in the injured area at the protein level but did not affect the expression of Arg1 (**Figures 1D, F**). At the same time, we detected the expression of neurotoxicity-related cytokines. The expression of the cytokines IL-1α and IL-6 was elevated after SCI, and PBM reduced the expression of these neurotoxic cytokines. This may be a potential mechanism by which PBM inhibits neurotoxic polarization of macrophages and promotes recovery of motor function in mice (**Figure 1G**). Subsequently, we examined the activation levels of macrophages in the 7 dpi + Ctrl and 7 dpi + PBM groups. F4/80^+^iNOS^+^ cells were considered M1 macrophages, and F4/80^+^CD206^+^ cells were considered M2 macrophages. M1 macrophage activation was inhibited in the 7 dpi + PBM group compared with the 7 dpi + Ctrl group, whereas M2 macrophage activation did not differ between the two groups (**Figures 1H, I**). Previous studies have confirmed that macrophages of peripheral origin can stay at the site of SCI for a long period and occupy the epicentre of the injury (8). Next, we isolated mouse BMDMs and induced their polarization to the M1 phenotype *in vitro* to further explore the effects of PBM on neurotoxic macrophages and their potential mechanisms of action.

**Figure 1:**
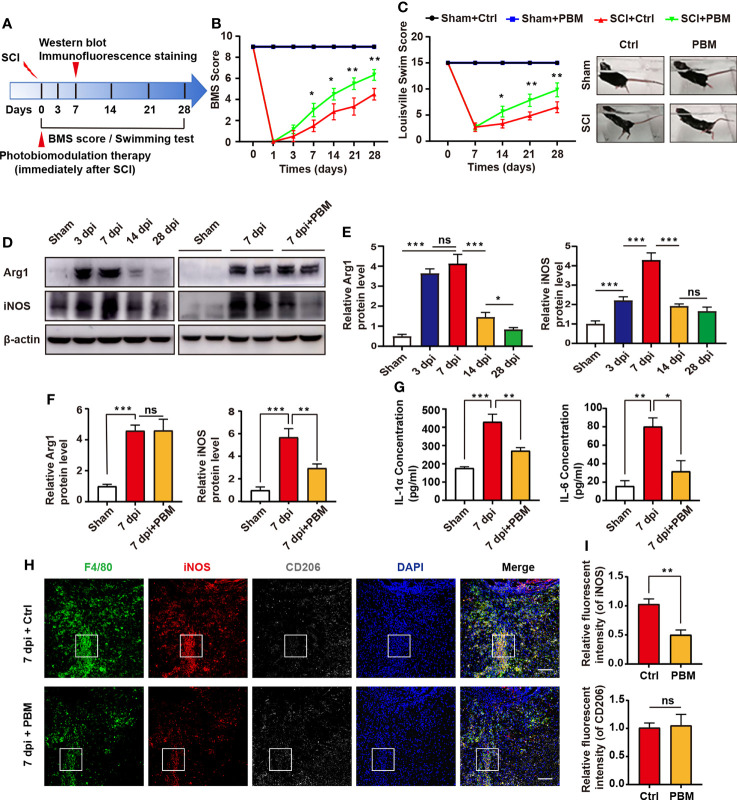
PBM promotes the recovery of motor function in mice with compressive SCI and reduces the neurotoxic polarization of macrophages in the injury area. **(A)** Experimental paradigm. **(B)** Statistical analysis of the Basso Mouse Scale (BMS) score in the sham surgery and SCI groups over a period of 28 days (n = 6 mice per group at each time point). **(C)** Photographs of varying degrees of trunk instability observed after SCI or sham surgery and statistical analysis of the Louisville Swimming Scale (LSS) over 28 days in the control and PBM groups (n = 6 mice per group at each time point). **(D–F)** Immunoblotting of Arg1 (M2 macrophage marker) and iNOS (M1 macrophage marker) at 3 dpi, 7 dpi, 14 dpi, and 28 dpi or after sham surgery (28 days after the sham operation) (n = 3 mice per group at each time point). **(G)** ELISA results for IL-1α and IL-6 in the injured spinal cords of each group at 7 dpi. **(H, I)** Representative immunohistochemical staining of F4/80 (macrophage marker), iNOS (M1 macrophage marker) and CD206 (M2 macrophage marker) in the epicentre of the injured spinal cord of the control and PBM groups at 7 dpi (scale bar = 100 μm). *P < 0.05, **P < 0.01, ***P < 0.001; ns, not significant.

### Identification of BMDMs and Induction of Neurotoxic Macrophages

To further validate the involvement of PBM in the regulation of macrophage polarization, we isolated BMDMs and identified them by detecting the macrophage markers F4/80 and CD11b by flow cytometry (**Figures 2A, B**). The results showed 99.1% double positivity for F4/80 and CD11b, indicating that we successfully cultured M0 macrophages (**Figure 2B**). M0 macrophages were treated with LPS plus IFN-γ, and the percentage of CD86^+^ cells was detected by flow cytometry after 48 hours (**Figure 2A**). The results showed that the percentage of CD86^+^ M1 macrophages reached 95.5% (**Figure 2B**). In addition, the RT–PCR results (**Figure 2C**) showed that the levels of iNOS and CD86 were significantly higher in LPS plus IFN-γ-treated macrophages than in M0 macrophages, indicating that we successfully induced neurotoxic M1 macrophages. Immunofluorescence staining analysis showed that the proportion of F4/80^+^iNOS^+^ cells in LPS plus IFN-γ-treated macrophages was remarkably higher than that in the control group (**Figures 2D, E**). The proportion of F4/80^+^Arg1^+^ cells was low in both the control and the LPS plus IFN-γ group, and there was no statistical difference in the proportion of double-positive cells between the two groups (**Figures 2F, G**). These results suggest that we successfully extracted mouse BMDMs and induced them to differentiate into neurotoxic M1 macrophages with high expression of CD86 and iNOS.

**Figure 2:**
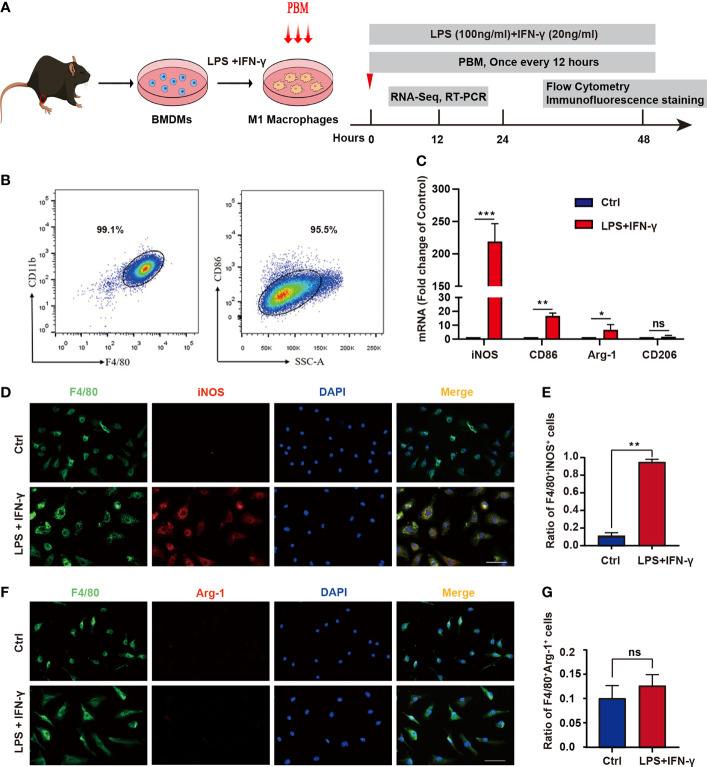
Identification of BMDMs and induction of neurotoxic macrophages. **(A)** Schematic diagram of extraction of mouse BMDMs and induction of M1-type polarization and timeline of the experimental design. **(B)** BMDMs were identified by examining the macrophage markers F4/80 and CD11b using flow cytometry. **(C)** The expression of M1 markers (iNOS and CD86) and M2 markers (Arg1 and CD206) was detected by RT–PCR in the control group and the LPS + IFN-γ-treated group. **(D)** Immunofluorescence staining was used. Red: the M1 macrophage marker iNOS; green: the macrophage marker F4/80; blue: DAPI (nucleated cells) in untreated and LPS + IFN-γ-treated cells. Scale bar = 50 mm. **(E)** The ratio of F4/80^+^iNOS^+^ cells in the control group and in the LPS- and IFN-γ-treated groups. **(F)** Immunofluorescence staining was used. Red: the M2 macrophage marker Arg1; green: the macrophage marker F4/80; blue: DAPI (nucleated cells) in untreated and LPS + IFN-γ-treated cells. Scale bar = 50 mm. **(G)** The ratio of F4/80^+^Arg1^+^ in the control group and in the LPS- and IFN-γ-treated groups (all experiments in this group were independently repeated three times). *P < 0.05, **P < 0.01, ***P < 0.001; ns, not significant.

### Photobiomodulation Attenuates the Neurotoxic Effects of M1 Macrophages on Neurons

Previous related studies have shown that M1 macrophages induce neuronal death through the release of toxic cytokines (12). To explore the effect of PBM on the neurotoxicity of M1 macrophages, we added MCM to cultured VSC 4.1 motoneurons and DRG neurons and statistically analysed the apoptosis rate of VSC 4.1 motoneurons and the mean neurite length of DRG neurons to assess the survival of neurons (**Figure 3A**). When M1CM was added to VSC 4.1 motor neurons, the apoptosis rate of neurons increased obviously, while PBM reduced the apoptosis of motor neurons induced by M1CM (**Figures 3B, C**). Moreover, we found that M1CM caused axonal retraction in DRG neurons, while PBM reversed the neurotoxic effects of M1CM to some extent (**Figures 3D, E**). To further study whether PBM affects neuronal survival by regulating the secretion of neurotoxic cytokines from macrophages, we evaluated the expression of the common neurotoxic cytokines IL-1α, IL-6, and COX-2 in M0- and M1-conditioned media. PBM had a inhibitory effect on the expression of IL-1α, IL-6 and COX-2 in M1CM. The effect of PBM was time-dependent, with the most pronounced effect at 24 hours; the effect diminished 48 hours after PBM intervention (**Figure 3F**).

**Figure 3:**
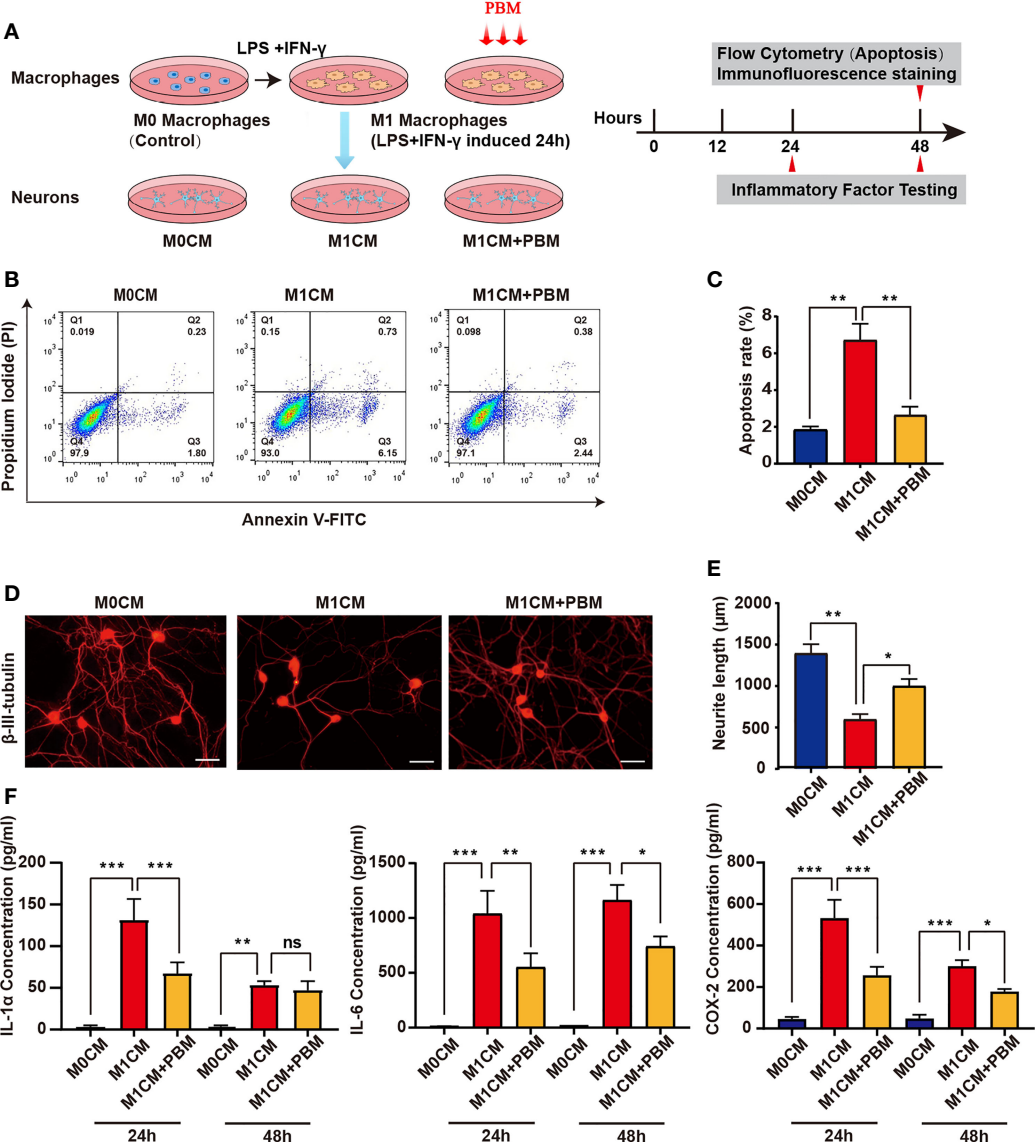
PBM attenuates the neurotoxic effects of M1 macrophages on neurons. **(A)** Schematic diagram of the experiments with macrophages and neurons in pipette coculture. Timeline of the experiments conducted. **(B)** VSC 4.1 motor neurons were treated with M1 macrophage-conditioned medium (M1CM) for 24 hours, followed by double staining with Annexin V-FITC/PI and flow cytometry to detect apoptosis rates. Quadrant 3 (Q3) represents cells stained mainly by Annexin-V (early apoptotic cells), and Q2 represents cells stained by both PI and Annexin-V (late apoptotic). Q1 represents cells stained mainly by PI, and viable cells negative for both Annexin-V and PI appear in Q4. **(C)** The apoptosis rate of neuronal cells is shown in the bar graph. **(D)** Representative images of β-III-tubulin^+^ cultured DRG neurons (n=3 independent experiments for neurite outgrowth assays, scale bars=50 μm). **(E)** A quantification graph of the mean neurite length per neuron in each group. **(F)** ELISA was used to detect the concentration of inflammation-associated cytokines in macrophage-conditioned culture media (all experiments in this group were independently repeated three times). *P < 0.05, **P < 0.01, ***P < 0.001; ns, not significant.

### PBM Alters the Transcriptome of M1 Macrophages

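The macrophages were grown from mouse bone marrow (BMDMs) for 7 days in medium with 10 ng/mL M-CSF, a growth factor that turns marrow precursors into resting M0 macrophages. M1 polarization, the inflammatory and neurotoxic state, was induced with 100 ng/mL LPS, a bacterial cell wall component, and 20 ng/mL IFN-γ. In the PBM group the cells were irradiated with an 808-nm laser at 6 mW/cm2 for 7 minutes every 12 hours, and RNA was collected at 12 hours. The RNA of 3 M1 cultures and 3 M1 + PBM cultures was sequenced. The authors deposited a table of FPKM values, which are fragments counted per transcript length and library depth, with 55655 rows for each library. The methods name Cufflinks methods for these values, and the paper's text names neither the aligner nor the genome build. Of the rows, 320 carry names of the form MSTRG, which an assembler gives to loci it finds outside the annotation, and 55154 could be paired with a gene symbol of GENCODE release M21. Read counts were not used here. Among low FPKM values of genes with a single annotated transcript, more fell on regular steps than evenly spread values would, and the depth was estimated from these steps. The estimate was 31110000 to 39410000 fragments in the M1 libraries (median 36170000) and 34380000 to 41780000 in the M1 + PBM libraries (median 36560000). The depth of the groups therefore overlapped. The 3 most abundant rows took between 30.9% and 36.6% of the summed FPKM in these libraries. A share of FPKM is not a share of fragments, and the effect of these rows on the FPKM of other genes was not tested. M1 + PBM was compared with M1 by limma's moderated test on log2(FPKM + 1), and a positive fold change means higher expression with PBM. On this scale the change of a gene with low FPKM is understated. The test covered the 12238 rows with an FPKM of at least 1 in at least 3 of the 6 libraries. For a single gene, a two-sided exact permutation test of 3 libraries against 3 cannot give a p below 0.1.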

The effect of PBM on neurotoxic M1 macrophages was studied by RNA-seq. The cluster heatmap of the differentially expressed genes (DEGs) between the sample groups (P ≤ 0.05 and |log2foldchange|≥1) is shown in **Figure 4A**. Scatter plots comparing the PBM treatment group and the control samples are shown in **Figure 4B**. Compared with expression in the blank control group, 446 DEGs were found in M1 macrophages 12 hours after PBM treatment, of which 313 were upregulated and 133 were downregulated (**Figures 4A, B**). 

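By the same thresholds, limma's test found 32 genes among the 12238 tested. Of these, 29 were lower and 3 were higher with PBM. A pseudocount of 0.1 in place of 1 gave 75 genes, 52 lower and 23 higher, and a test without moderation of the variance gave 13. Without M1 + PBM replicate 2 the count was 89, with 50 genes lower and 39 higher, and without M1 replicate 2 it was 69, with 60 lower and 9 higher. Without M1 + PBM replicate 1 or M1 + PBM replicate 3, 5 genes were higher. A fit that leaves out 1 library keeps the other library of its number in 1 group only. Differences between replicate numbers can therefore enter these counts. An unadjusted p of at most 0.05, with no threshold on the fold change, was reached by 543 genes, 366 of them higher and 177 lower, against 612 that chance alone gives for this number of tests. With the replicate number as a block it was reached by 988. After Benjamini-Hochberg adjustment 1 row had a p under 0.05, an assembled locus with an MSTRG name and no annotated gene (adjusted p = 0.0022, limma). Its FPKM in M1 replicates 1 to 3 was 16.8, 11.5 and 11.0, and it was listed at 0 in the 3 M1 + PBM libraries. The groups did not overlap for 11.0% of the genes tested, 1041 higher and 309 lower with PBM, where chance gives 10%. The 612 and the 10% take the 6 libraries as exchangeable, although same-numbered libraries were alike. Other groupings of 3 against 3 that part all 3 same-numbered pairs gave 166, 414 and 109 genes at that unadjusted p. Groupings that part 1 pair gave between 258 and 1732. With 4 groupings that part all pairs, the real one included, chance is not excluded. Outside the genes of Figure 4D and the assembled locus, the largest falls without overlap between the groups were those of Inhba (ENSMUSG00000041324) and Cxcl2 (ENSMUSG00000058427). The FPKM of Inhba was 24.7 ± 12.4 in M1 and 5.05 ± 3.01 in M1 + PBM (SD, n = 3 libraries each), a log2 fold change of -2.08 with a standard error of 0.51. That of Cxcl2 was 102.2 ± 52.9 and 28.2 ± 20.8, a log2 fold change of -1.96 with a standard error of 0.60. Cd300lb (ENSMUSG00000063193) rose without overlap, with a log2 fold change of 1.05 and a standard error of 0.33. In replicate 2 its change was 0.051, and it did not pass an unadjusted 0.05 in limma without M1 replicate 1 (1.02) or M1 replicate 3 (0.91). The log2 fold change of Cd300lb was 0.74 without M1 + PBM replicate 3 and 0.98 with median-of-ratios scaling, under the fold threshold. Szrd1, which also rose, is named here after its values were seen. Its log2 fold change was 1.54, and its groups overlapped, with an FPKM of 32.4 in M1 replicate 1 and 31.8 in M1 + PBM replicate 2. The adjusted p of Inhba, Cxcl2 and Cd300lb was 0.90 (limma), and their groups differed at an exact permutation p of 0.1.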

In the GO analysis, DEGs were mostly involved in the inflammatory response, regulation of immune system, response to wounding, cytokine activity, etc. (**Figure 4C**). 

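Of the 32 genes past the thresholds, 12 were on a list of inflammatory response genes drawn up in advance, each lower with PBM. That list holds 11 tested genes of Figure 4D, which the study chose on these samples, so the overlap is not independent evidence. The GO annotation was not used here, and over-representation was tested in 742 Reactome pathways of 10 to 500 tested genes with a one-sided Fisher's exact test. The background was the 9248 tested genes with an Entrez identifier, which included 26 of the DEGs. At a Benjamini-Hochberg adjusted p under 0.05, 7 pathways were over-represented. The pathway in which chemokine receptors bind chemokines held 5 of the DEGs among its 20 tested genes (adjusted p = 4.35e-07). Binding of ligands to rhodopsin-like receptors of class A held 7 among 67 genes (adjusted p = 3.08e-07). The other 5 pathways are further classes of G protein-coupled receptor signalling. The 7 pathways each held between 4 and 7 of the 26 DEGs and share DEGs, so they are not separate results. Signalling by interleukins held 3 of the DEGs among 92 genes and did not pass (adjusted p = 0.195, exact test). With the 3 genes that rose taken alone, 0 pathways passed.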

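In Figure 4D the inflammatory group holds 9 genes, and the FPKM of each was lower with PBM in all 3 replicates. Il6 (ENSMUSG00000025746), which encodes the cytokine IL-6, fell from an FPKM of 20.6 ± 5.27 in M1 to 3.97 ± 3.09 in M1 + PBM (SD, n = 3 libraries each). Its log2 fold change was -2.29, with a standard error of 0.47. For Il6 and the other tested genes of this inflammatory group, the adjusted p over all genes is 0.90 (limma) and the exact permutation p is 0.1 unless another is given. Ptgs2 (ENSMUSG00000032487), which encodes COX-2, fell from 172.8 ± 76.6 to 42.9 ± 32.6, a log2 fold change of -2.16 with a standard error of 0.61. Its change differed widely between replicates and was -2.34, -0.26 and -3.88 in replicates 1 to 3. Il1a (ENSMUSG00000027399) fell from 538.9 ± 167.1 to 170.6 ± 80.0, with a log2 fold change of -1.74 and a standard error of 0.44. Nos2 (ENSMUSG00000020826), the gene of iNOS, fell from 228.6 ± 100.9 to 80.9 ± 13.0, with a log2 fold change of -1.38 and a standard error of 0.38. The most regular change was that of Adora2b (ENSMUSG00000018500), from 32.1 ± 1.87 to 14.2 ± 1.18, with a log2 fold change of -1.13, a standard error of 0.10 and an adjusted p of 0.12 (limma). The log2 fold changes of Cxcl1, Cxcl3 and Il1b were -1.66, -1.63 and -1.07. Leaving out single libraries moved that of Cxcl1 between -1.97 (without M1 replicate 2) and -1.10 (without M1 replicate 1). That of Il1b was under the fold threshold without M1 replicate 2 (-0.94) or M1 + PBM replicate 3 (-0.84). For Cxcl3 the groups overlapped, since M1 replicate 3 had an FPKM of 1.42 and M1 + PBM replicate 1 had 1.44. Its exact permutation p was 0.2, and it no longer passed an unadjusted 0.05 in limma in the fits without M1 replicate 1 (-1.16), M1 replicate 2 (-1.35) or M1 + PBM replicates 1, 2 or 3 (-1.70, -1.62 and -1.56). F3 was under the FPKM minimum and was not tested with the others. Its FPKM was 0.55 ± 0.43 in M1 and 0.10 ± 0.067 in M1 + PBM, which is at most about 74.7 fragments in any of the 6 libraries, and its exact permutation p was 0.2. Adjusted over the list alone, 8 of the 8 tested genes had a p under 0.05, but the study chose the list on these samples, so this is not independent evidence. Adjusted over all genes tested, 0 of them did, and 8 had an unadjusted p of at most 0.05 (limma). From these differences the paper concludes that PBM inhibits inflammation related to M1 macrophages.

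**Figure D1:**
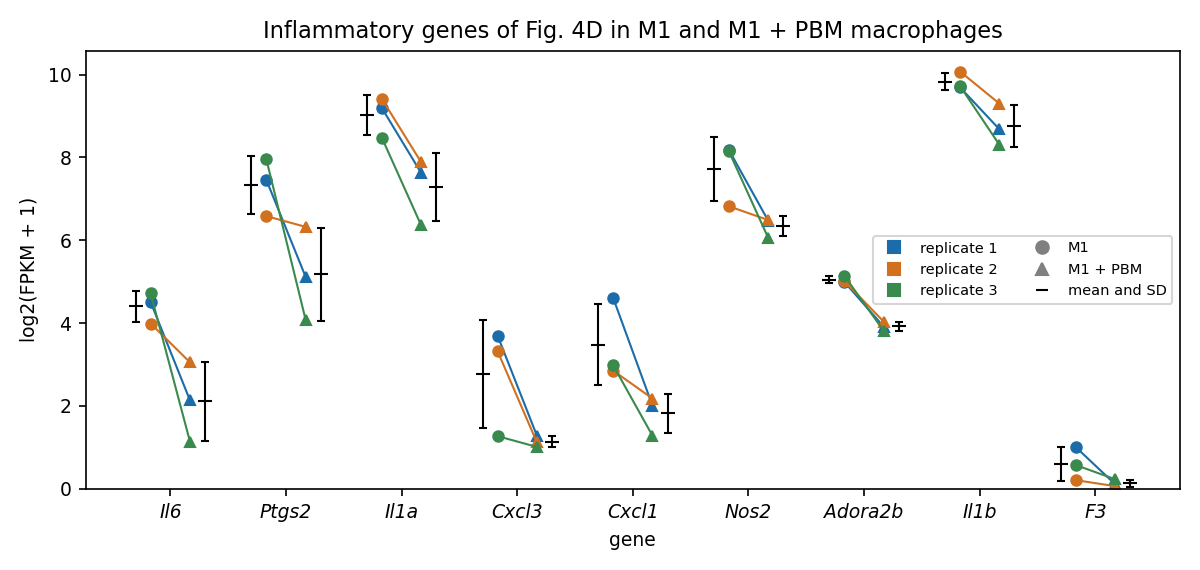
Expression of the 9 inflammatory genes of Fig. 4D as log2(FPKM + 1) in each M1 library (circles) and M1 + PBM library (triangles), with lines joining libraries of the same replicate number and the mean and SD (n = 3) beside each group. Each line falls; for Ptgs2 replicate 2 fell by 0.26 and replicate 3 fell by 3.88 on this scale.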

The heatmap of DEGs showed that inflammation-related genes, including IL-6, COX-2, IL-1α, Cxcl3, F3, Cxcl1, and Nos2, were significantly different between the PBM treatment group and the control group, which confirmed the inhibitory effect of PBM on M1 macrophage-related inflammation (**Figure 4D**). Moreover, PBM inhibited macrophage inflammation regulation and oxidation of respiratory chain- and energy metabolism-related signalling pathway genes, such as Notch1 and HIF-1α (**Figure 4D**). In contrast, there was no effect on the expression of M2 macrophage-associated anti-inflammatory genes (e.g., Arg1 and CD206) (**Figure 4D**).

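Notch1 (ENSMUSG00000026923) had an FPKM of 37.5 ± 2.06 in M1 and 24.1 ± 1.21 in M1 + PBM (SD, n = 3 libraries each). Its log2 fold change was -0.62, with a standard error of 0.095 and an adjusted p of 0.81 (limma). Hif1a (ENSMUSG00000021109), which encodes HIF-1α, went from 46.5 ± 2.90 to 23.3 ± 2.41, a log2 fold change of -0.97 with a standard error of 0.11 (limma, adjusted p = 0.38). For both genes the difference between the groups was several times the spread within them, and every M1 + PBM library was below every M1 library (exact permutation p = 0.1). The unadjusted p of Notch1 and Hif1a was 0.00044 and 9.3e-05 (limma). Neither log2 fold change reached 1 in size. That of Hif1a was -1.04 with median-of-ratios scaling of the libraries and -1.01 without M1 + PBM replicate 2 or M1 + PBM replicate 3, past the fold threshold, and without M1 replicate 3 it passed that threshold by less than 0.01. Rela, the third gene of this group in Figure 4D, had a log2 fold change of -0.43 with a standard error of 0.12 (exact permutation p = 0.1). Genes of the respiratory chain were tested as 2 lists. Of the 13 genes that mitochondrial DNA encodes, 12 were higher with PBM, with a median log2 fold change of 0.10, against 0.058 for all genes tested (camera, adjusted p = 0.89). The median was 0.37 without M1 replicate 2 and -0.27 without M1 replicate 3, and with these 2 fits the list passed (camera, adjusted p = 0.048 and 0.0016, with a range from 0.0016 to 0.97 over its alternatives). It was 0.18 without M1 replicate 1, and 0.056, -0.027 and 0.30 without M1 + PBM replicates 1, 2 and 3. These fits leave the replicate numbers uneven between the groups, so the shifts may come from the replicates and not from PBM. Within replicates 1 to 3 the median change of this list was 0.065, -0.22 and 0.41. Of the 77 nuclear genes tested, 63 were higher, with a median of 0.085 (camera, adjusted p = 0.14), which was 0.032 without M1 replicate 3. The nuclear list passed with no minimum FPKM and with quantile normalization (camera, adjusted p = 0.0033 and 0.035). With median-of-ratios scaling its median was 0.014 and it did not pass (camera, adjusted p = 0.74). In a list of 33 HIF-1 targets and glycolysis genes, 27 were lower, with a median of -0.17 (camera, adjusted p = 3.6e-06). Under fry, run without the replicate block, the adjusted p was 0.75. Over the alternatives it ranged from 5.2e-12 to that value. The median was -0.076 without M1 replicate 3, -0.095 without M1 + PBM replicate 2, -0.32 without M1 replicate 2 and -0.35 without M1 + PBM replicate 3.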

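Arg1 had an FPKM of 2.86 ± 2.96 in M1 and 1.59 ± 1.31 in M1 + PBM (SD, n = 3 libraries each), a log2 fold change of -0.43 (exact permutation p = 0.6). The spread between replicates was larger than the difference, and the change was -1.61, -0.34 and 0.65 in replicates 1 to 3. Without M1 replicate 1 the log2 fold change of Arg1 was 0.16. Mrc1, the gene of CD206, had 8.21 ± 4.91 and 10.3 ± 2.23, a log2 fold change of 0.43 (exact permutation p = 0.6). Without M1 replicate 2, that of Mrc1 was 0.82 and passed an unadjusted 0.05 in limma, and without M1 replicate 3 it was 0.00088. Tgfb1 had 42.2 ± 7.19 and 40.3 ± 4.98, a log2 fold change of -0.059 (exact permutation p = 0.9), which became 0.045 without M1 replicate 2. The standard errors of Arg1 and Mrc1 were 0.59 and 0.41, and 0.43 and 0.21 with the replicate number as a block (limma). In a list of 10 tested M2 marker genes, 5 were lower and 5 higher with PBM, and the median log2 fold change was 0.019 (camera, adjusted p = 0.14). The median was -0.056 with median-of-ratios scaling and -0.073 with no minimum FPKM, where the list passed (camera, adjusted p = 0.0066). It was below 0 without M1 replicate 2 (-0.094), M1 replicate 3 (-0.098) or M1 + PBM replicate 3 (-0.11), and it was 0.10 without M1 replicate 1 and 0.049 and 0.051 without M1 + PBM replicates 1 and 2.

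**Figure D2:**
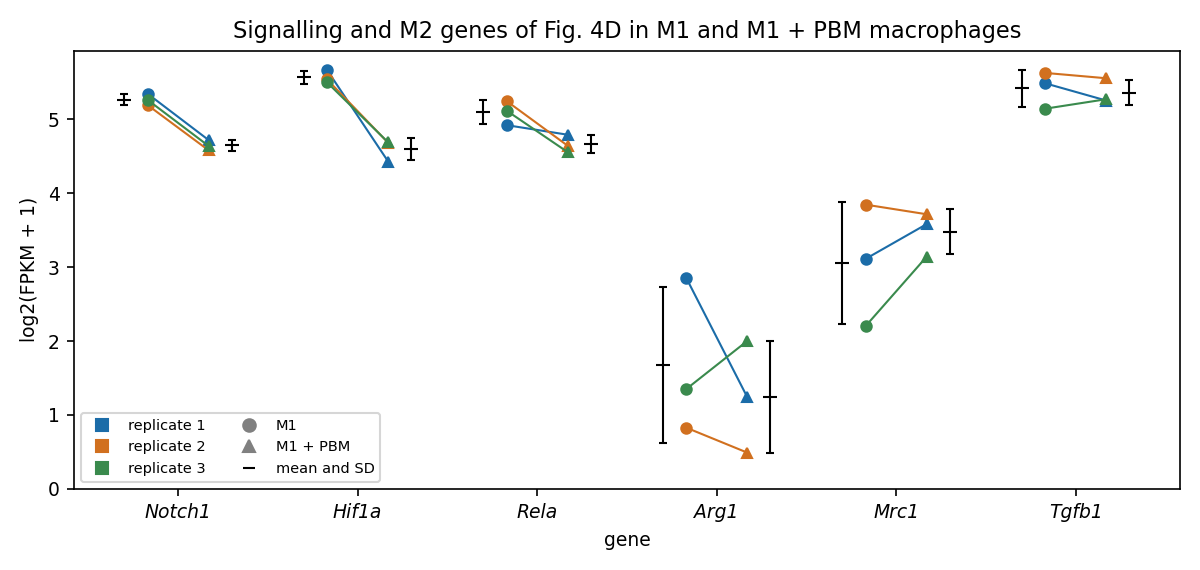
Expression of the signalling and M2 genes of Fig. 4D as log2(FPKM + 1) in each M1 library (circles) and M1 + PBM library (triangles), with lines joining libraries of the same replicate number and the mean and SD (n = 3) beside each group. The lines of Notch1, Hif1a and Rela all fall, and those of Arg1, Mrc1 and Tgfb1 go both ways.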

**Figure 4:**
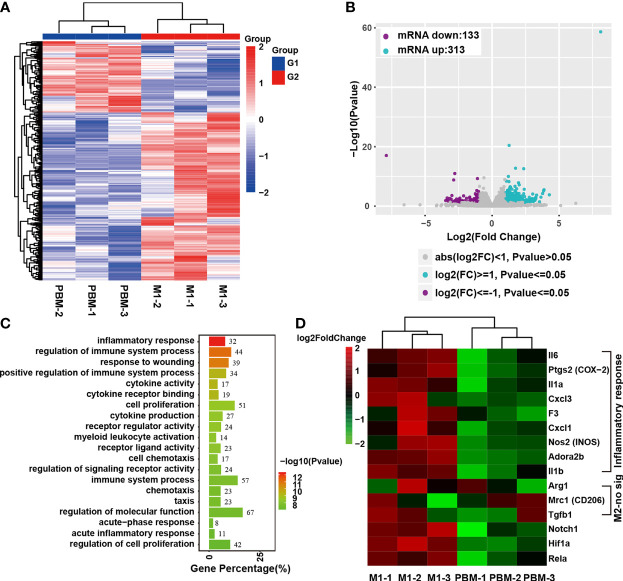
Transcriptome analysis of the effect of PBM on M1 macrophages. **(A, B)** There were 446 genes that were significantly altered, with 313 upregulated and 133 downregulated. **(C)** GO analysis of the differentially expressed genes (DEGs). **(D)** Heatmap of DEGs associated with inflammatory responses in macrophages. The heatmap shows that Notch1 and HIF-1α are downregulated genes related to inflammation regulation. IL-6, PTGS2 (COX-2), and IL-1α were the three genes with the largest fold differences among the inflammatory response-related DEGs, with p values less than 0.01 (this experiment was independently repeated three times).

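Ranked by the size of the log2 fold change among the 8 tested inflammatory genes of Figure 4D, Il6, Ptgs2 and Il1a held ranks 1, 2 and 3. The place of Il1a depended on the setting. With a pseudocount of 0.1 its log2 fold change was -1.74, behind Cxcl3 (-2.08) and Cxcl1 (-1.97). With quantile normalization it was -1.60, behind Cxcl1 (-1.71) and Cxcl3 (-1.69). Among the 71 tested genes of the wider inflammatory response list, Il6 ranked 1, Ptgs2 ranked 3 and Il1a ranked 5. With a pseudocount of 0.1 or quantile normalization Il1a ranked 7 there. Csf3, named here after its values were seen, ranked 2 with a log2 fold change of -2.16, and Cxcl2 ranked 4. The difference between Csf3 and Ptgs2 was far below their standard errors, and the groups of Csf3 overlapped. Within single replicates the order varied, and Ptgs2 ranked 6, 34 and 1 in replicates 1 to 3. In the fits that each left out 1 library, Il6 ranked between 1 and 3, Ptgs2 between 2 and 7 (without M1 replicate 3), and Il1a between 3 (without M1 replicate 1) and 11 (without M1 replicate 2). Of the 8 genes, 5 had an unadjusted p under 0.01 (limma), and Ptgs2 was not among them.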

### *In Vitro* Validation of the Regulation of Inflammation-Related Genes by PBM

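A list of 71 tested inflammatory response genes had a median log2 fold change of -0.47 with PBM, and 63 of its genes were lower. Of 11 lists tested with limma's camera, which sets a list against all other genes at a preset correlation between genes of 0.01, it had the lowest adjusted p (5.4e-29). Under fry, which tests a list on its own, its adjusted p was 0.091, under a correlation estimated from the data it was 0.064, and over the alternatives it ranged from 2.4e-31 to 0.091. None of the 11 lists passed 0.05 under fry or the estimated correlation. Both were run only on the fit without the replicate block, so they leave out the pairing. Leaving out each library in turn kept the median between -0.62 and -0.42. Adjusted over the list alone, 4 of the 71 genes had a p under 0.05 (limma), against 0 adjusted over all genes tested and 22 at an unadjusted p of at most 0.05. These 4 were Adora2b, Hif1a, Notch1 and Il6, and the list holds 11 tested genes of Figure 4D, which the study chose on these samples, so this is not independent evidence. Without those 11, an alternative chosen after the data were seen, the other 60 genes had a median of -0.39 with 52 lower, and 0 of them passed over the list alone, with 11 at an unadjusted p of at most 0.05. The next largest falls by median were those of 18 chemokine genes (-0.43, 13 lower), of the HIF-1 and glycolysis genes, and of 53 interferon-stimulated genes (-0.11, 44 lower). In 24 cell proliferation genes the median was 0.29, with 20 higher. Most chemokine genes stand on the inflammatory response list as well. Single libraries moved these medians. That of the chemokine genes was -0.73 without M1 replicate 2, -0.082 without M1 replicate 3, and -0.16 and -0.67 without M1 + PBM replicates 2 and 3. That of the interferon-stimulated genes was -0.16, -0.17 and -0.016 without M1 replicates 1, 2 and 3. That of the proliferation genes was 0.13, 0.55 and 0.19 without M1 + PBM replicates 1, 2 and 3.

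**Figure D3:**
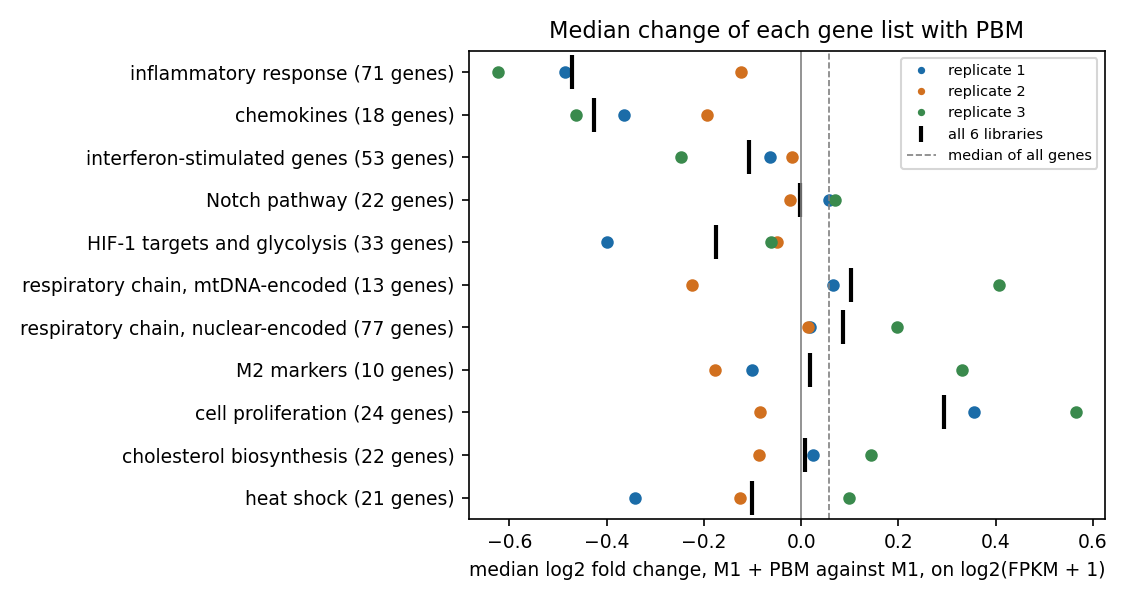
Median log2 fold change (M1 + PBM against M1) of 11 gene lists over all 6 libraries (black bars) and in replicates 1, 2 and 3 (coloured points), with a dashed line at the median of all genes tested. The inflammatory response list lies below 0 in each replicate, at -0.49, -0.12 and -0.62.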

RNA-seq assays revealed that PBM had the most significant effect on the regulation of inflammatory response-related genes in M1 macrophages (**Figure 4C**). For validation, we selected IL-6, ptgs2 (COX-2), and IL-1α, which had the largest fold difference, as well as iNOS (a marker of M1 macrophages) and Arg1 (a marker of M2 macrophages). Macrophages in the PBM (M1 + PBM) group were treated with PBM every 12 hours, and the expression of IL-6, IL-1α, COX-2, iNOS, and Arg1 was measured at the 6th, 12th, and 24th hours after the first irradiation. Within 12 hours after the first PBM intervention, the expression of IL-6, IL-1α, and COX-2, which is associated with inflammation, decreased to different degrees in the PBM-treated group (**Figures 5A–C**). The time points at which different inflammation-related genes produced significant differences were not identical. The RT–PCR assay of the macrophage markers iNOS and Arg1 revealed that the expression of iNOS decreased and Arg1 increased 12 hours after PBM intervention (**Figures 5D, E**). After PBM intervention, iNOS was significantly reduced in M1 macrophages at the protein level, and no change in Arg1 protein levels was observed (**Figure 5F**). The results of immunofluorescence staining (**Figures 5G–J**) for the macrophage markers iNOS and Arg1 were consistent with the results at the protein level. The above results suggest that PBM exerts anti-inflammatory and pro-damage repair biological effects mainly by inhibiting neurotoxic polarization of M1 macrophages and reducing the secretion of inflammatory factor-associated proteins (**Figure 3F**).

**Figure 5:**
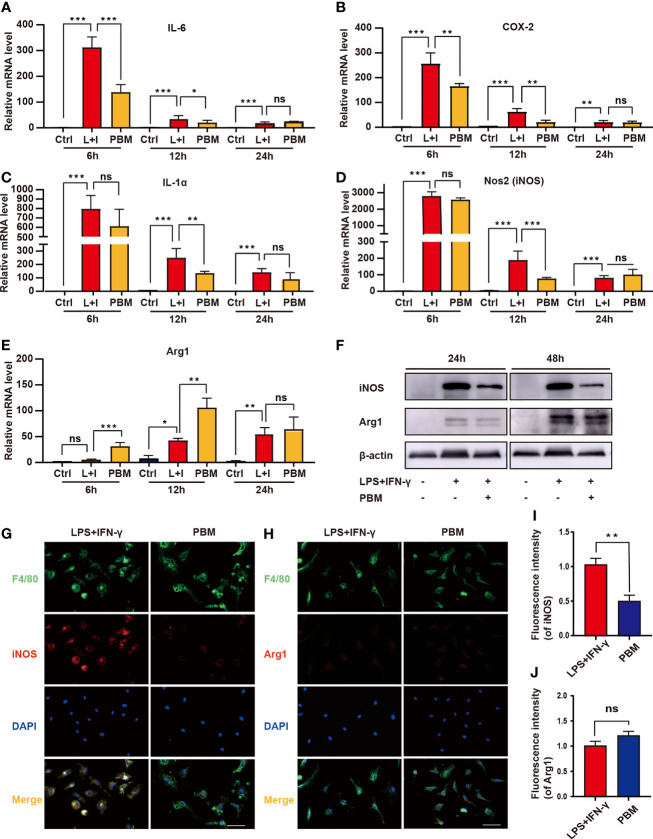
*In vitro* validation of the regulation of inflammation-related genes by PBM. **(A–E)** The expression of M1-related genes (NOS2, IL-1α, IL-6, and COX-2) and M2-related genes (Arg1) in the Ctrl (M0), L+I (LPS + IFN-γ), and PBM (LPS + IFN-γ + PBM) groups was detected by RT–PCR at the 6th, 12th and 24th hours after PBM intervention (n = 3 per group). **(F)** Representative immunoblots of Arg1 (M2 macrophage marker) and iNOS (M1 macrophage marker) in the Ctrl (M0), L+I (LPS + IFN-γ), and PBM (LPS + IFN-γ + PBM) groups at 24 and 48 hours after the first PBM intervention (n = 3 per group). **(G, I)** Representative images of F4/80 (green), iNOS (red) and DAPI (blue) immunofluorescence staining in the LPS + IFN-γ and PBM (LPS + IFN-γ + PBM) groups (n = 3 per group). **(H, J)** Representative images of F4/80 (green), Arg1 (red), and DAPI (blue) immunofluorescence staining in the LPS + IFN-γ and PBM (LPS + IFN-γ + PBM) groups (n = 3 per group at each time point). *P < 0.05, **P < 0.01, ***P < 0.001; ns, not significant.

### Effect of PBM on the Notch1-HIF-1α/NF-κB Signalling Pathway in M1 Macrophages

Previous studies have shown that the Notch1 signalling pathway is one of the key pathways regulating the polarization state of macrophages (22, 23). Moreover, Jun Xu et al. (20) found that Notch1 regulates the reprogramming of mitochondrial metabolism in M1 macrophages, demonstrating that NICD1 is recruited to mitochondrial DNA (mtDNA) and that mtDNA-encoded respiratory chain components are upregulated in a Notch-dependent manner. Additionally, the mitochondrial oxidative respiratory chain is an important target that PBM may influence (32). Transcriptome analysis of inflammation-related genes in M1 macrophages showed that PBM significantly downregulated the expression of genes related to classic inflammatory signalling pathways, such as Notch1 and HIF-1α (**Figure 4D**).

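The fall of Notch1 was of nearly the same size in each replicate, with log2 changes of -0.63, -0.61 and -0.62, and that of Hif1a was -1.24, -0.86 and -0.81. The other receptor with an FPKM above 1, Notch2, had 59.8 ± 8.43 in M1 and 47.8 ± 9.03 in M1 + PBM (SD, n = 3 libraries each), a log2 fold change of -0.32 (exact permutation p = 0.3). Its groups overlapped, and without M1 + PBM replicate 2 the log2 fold change of Notch2 was -0.47 and passed an unadjusted 0.05 in limma. With each other library left out it lay between -0.40 (without M1 replicate 1) and -0.21 (without M1 replicate 3) and did not pass. The ligand Jag1 had 16.9 ± 1.61 and 18.6 ± 6.50, a log2 fold change of 0.089 (exact permutation p = 0.9). Its direction changed without M1 + PBM replicate 3, to -0.17. The FPKM of Notch3, Notch4, Dll1, Dll3, Dll4, Jag2, Hes1 and Hey1 stayed below the minimum of 1 in the 6 M1 and M1 + PBM libraries, and Hes5 was listed at 0 in them. In a list of 22 tested Notch pathway genes, 11 were lower and 11 higher with PBM, with a median log2 fold change of -0.0020 (camera, adjusted p = 0.34). The median was 0.0036 with no minimum FPKM. It was -0.073 with median-of-ratios scaling, 0.0047, 0.063 and 0.027 without M1 replicates 1 to 3, and 0.031 and 0.0035 without M1 + PBM replicates 1 and 3. Adjusted over the list alone, 1 of them, Notch1, had a p under 0.05 (limma), against 0 adjusted over all genes tested and 2 at an unadjusted p of at most 0.05.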

The RT–PCR results showed that Notch1 was the most highly expressed among the ligand receptors and downstream genes of the Notch signalling pathway in BMDMs (**Figure 6A**). PBM was able to reverse the M1-type polarization of macrophages and elevated Notch1 and HIF-1α gene expression (**Figure 6B**). Assays of protein levels in the cleaved transmembrane/intracellular region of Notch1 (NTM) revealed a significant inhibitory effect of PBM on NTM activation (**Figures 6C, D**). The above results confirm that PBM has a significant inhibitory effect on the activation of Notch1 signalling in M1 macrophages. Assays of the protein levels associated with the Notch1 signalling pathway showed that PBM decreased the protein levels of HIF-1α and p-NF-κB (p-p65) in M1 macrophages (**Figure 6E**). We also observed that PBM had no effect on the protein level of NF-κB in M1 macrophages (**Figure 6E**). To further analyse the effect of PBM on Notch1 expression in M1 macrophages, we used immunofluorescence staining to analyse the expression and localization of Notch1 in macrophages. We observed changes in Notch1 expression between the LPS + IFN-γ and PBM (LPS + IFN-γ + PBM) groups after 24 hours of polarization induction, at which time Notch1 was mainly located at the cell membrane, and Notch1 expression in the PBM intervention group was lower than that in the blank control group (**Figure 6F**). After 48 hours of polarization induction, we also observed a significant decrease in Notch1 entry into the nucleus in the PBM intervention group (**Figure 6F**).

**Figure 6:**
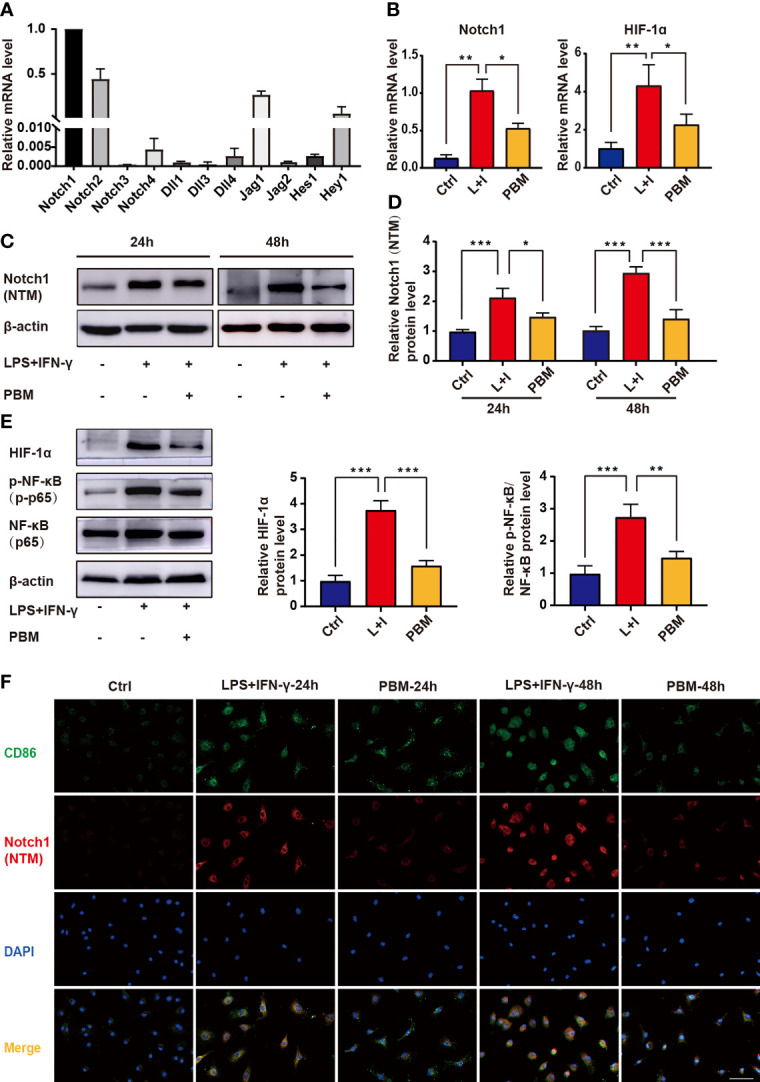
Effect of PBM on the Notch1-HIF-1α/NF-κB signalling pathway in M1 macrophages. **(A)** The mRNA expression levels of Notch signalling pathway-related genes were detected in BMDMs by RT–PCR (n = 3 per group). **(B)** The mRNA expression levels of Notch1 and HIF-1α were detected by RT–PCR in macrophages in the control (Ctrl), L+I (LPS + IFN-γ), and PBM (LPS + IFN-γ + PBM) groups (n = 3 per group). **(C, D)** Protein levels of the cleaved transmembrane/intracellular region of Notch1 (NTM) in the indicated groups were determined by western blotting 24 and 48 hours after the first PBM intervention (n = 3 per group at each time point). **(E)** Protein levels of HIF-1α, NF-κB and p-NF-κB were detected by western blotting of macrophages in the control (Ctrl), L+I (LPS + IFN-γ) and PBM (LPS + IFN-γ + PBM) groups (n = 3 per group). **(F)** Immunofluorescence of Notch-1 (red) and CD86 (M1 macrophage marker; green) in macrophages from different treatment groups (n = 3 per group). *P < 0.05, **P < 0.01, ***P < 0.001.

### PBM Regulates M1 Macrophage Polarization *via* the Notch1-HIF-1α/p-NF-κB Axis

Data from previous experiments have suggested that the Notch1-HIF-1α/p-NF-κB axis may be one of the important pathways through which PBM acts to regulate M1 macrophage-associated inflammatory responses. To further validate the role of the Notch1-HIF-1α/p-NF-κB axis in the regulation of M1 macrophages by PBM, we designed *in vitro* experiments. First, we used DAPT *in vitro* to specifically block the Notch signalling pathway before the induction of macrophage polarization. Similar to the effect of PBM, the application of DAPT alone at a concentration of 20 μM reduced iNOS expression and attenuated the expression of HIF-1α and p-NF-κB. In the control cells, an equal volume of DMSO was added as a vector control for DAPT. DMSO alone did not affect Notch protein expression compared to expression in the no-DMSO control group (**Figures 7A, B**). The combined application of PBM and DAPT enhanced the inhibition of macrophage activation (**Figure 7B**). Application of DAPT alone at a concentration of 40 μM directly inhibited Notch signalling to very low levels, thus masking the regulatory effect of PBM on Notch (**Figures 7C, D**). Next, we altered the level of NICD1 in macrophages by adenoviral transfection. The results showed that adenoviral transfection effectively elevated Notch1 (NTM) levels while leading to activation of HIF-1α/p-NF-κB in neurotoxic macrophages (**Figures 7E, F**). Combined with NICD1-overexpressing adenovirus and PBM, PBM reversed the activation of Notch1, HIF-1α, and p-NF-κB to some extent (**Figure 7F**).

**Figure 7:**
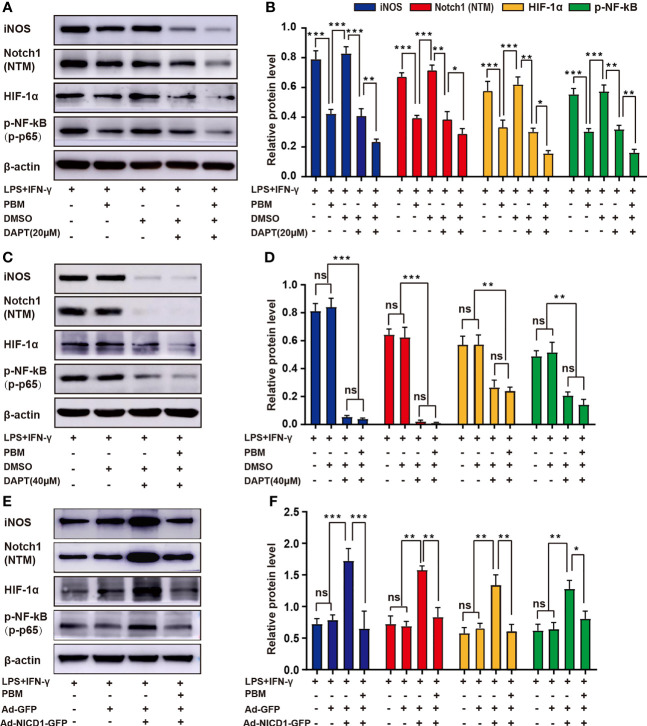
PBM regulates M1 macrophage polarization *via* the Notch1-HIF-1α/p-NF-κB axis. **(A, B)** PBM and DAPT at a concentration of 20 μM synergistically inhibited the neurotoxic polarization of macrophages. Representative blots show the expression levels of iNOS, Notch1 (NTM), HIF-1α, and p-NF-κB in each group. The expression levels of these proteins were also analysed. **(C, D)** DAPT alone at a concentration of 40 μM inhibited Notch-related pathways at low levels, masking the effect of PBM on M1 macrophages. **(E, F)** An adenovirus containing NICD1 was used to activate Notch signalling in macrophages, while the effect of PBM on the protein levels of iNOS, HIF-1α, and p-NF-κB in Notch-activated macrophages was examined by western blotting (all experiments in this group were independently repeated three times). *P < 0.05, **P < 0.01, ***P < 0.001; ns, not significant.

## Discussion

The pathological process of SCI is complex and can be divided into two main stages: primary and secondary injury (1, 3, 5). Primary injuries are mostly caused by physical factors and are irreversible. Therefore, secondary injuries have become the focus of attention. Secondary injury mainly includes the inflammatory response, local ischaemia and apoptotic necrosis (7). Promoting neuronal repair and recovery of motor function by modulating the secondary inflammatory response is one of the key strategies in the treatment of SCI (6). Macrophages are one of the most important cells in the inflammatory response of SCI (6, 8, 13) and can be polarized into proinflammatory M1 macrophages or anti-inflammatory M2 macrophages; their polarization status plays a decisive role in the regulation of the inflammatory microenvironment (33). Although macrophage polarization can be regulated to some extent by genetic engineering techniques and cell transplantation (34–37), there are immune rejection reactions, tumorigenic risks, and ethical concerns. Finding a safe and effective method to modulate the secondary inflammatory response in the SCI area has become urgent.

Our group has been investigating the potential of PBM in the treatment of SCI (15, 30). Related studies found that direct percutaneous irradiation of the SCI area in rats with 810-nm NIR light promoted the activation of anti-inflammatory M2 macrophages and the survival of neurons in the injury area (15, 16). However, percutaneous irradiation methods inevitably result in a loss of light energy, making accurate localization of the injury and assessment of the energy in the injury area extremely difficult, which greatly increases the uncertainty of the treatment outcome. Especially for deep spinal cord tissues, accurate assessment of the effective irradiation dose to the injury area is critical to the success of PBM treatment. Studies related to PBM treatment in rat SCI models have shown that the infrared transmission rate of percutaneous irradiation for SCI is only 6% (38). The low transmission rate severely limits the practical application of PBM therapy in SCI.

In this study, we used an implantable biofibre to deliver 808-nm NIR light directly to the surface of the injured spinal cord (25, 26). This PBM treatment model inhibited neurotoxic polarization of macrophages and secretion of inflammatory factors in the SCI area of mice, leading to a significant enhancement of motor function. In contrast, there was no significant effect on the expression of anti-inflammatory M2 macrophages in the injury area. Our study also found that PBM reduced the apoptosis rate of VSC 4.1 motoneurons and promoted axonal extension of DRG neurons. This is somewhat different from previous studies on the regulation of inflammatory responses by PBM in spinal cord-injured rats. Previous findings (15, 16) suggested that PBM significantly elevated the proportion of anti-inflammatory M2 macrophages in the injury area. This discrepancy may be related to the choice of experimental animals and models of PBM intervention. Our experimental results suggest that M1 macrophages may be one of the main targets by which PBM exerts its anti-inflammatory effects. RNA-seq analysis was also used to study the biological effects of PBM on M1 macrophages and to identify the main DEGs. The GO analysis results showed that PBM inhibited the expression of inflammation-related genes in neurotoxic macrophages. We screened for five inflammation-related genes to examine changes in the regulatory effect of PBM based on the time of testing and the irradiation dose (irradiation given every 12 hours). A clear biphasic dose–response curve was found for the regulation of inflammatory gene expression by PBM at both the gene and protein levels. That is, when the irradiation dose was too low or too high (fluence (J/cm^2^), irradiance (mW/cm^2^), irradiation time, or the number of irradiations), PBM did not have apparent effect. This biphasic response follows the pattern of a weak stimulus producing a weak effect, a strong stimulus further increasing the corresponding biological effect until it reaches a peak, and an even stronger stimulus causing the biological effect to disappear or even produce the opposite effect. The irradiation dose thresholds corresponding to the most significant effects vary slightly from gene to gene. However, for the five inflammation-related genes we investigated, there were significant peaks in the modulatory effects of PBM with the number of irradiations and the time point of detection. Overall, 12 hours after PBM stimulation, the most significant inhibitory effect of PBM on inflammatory genes was observed; by 48 hours, this modulatory effect was diminished. Similar results were found at the protein level. Our findings demonstrate that PBM has a biphasic dose–response curve (39, 40).

To investigate the molecular mechanisms by which PBM regulates the inflammatory response of M1 macrophages, we analysed DEGs associated with the regulation of macrophage inflammatory polarization and found that PBM downregulated the expression of the Notch1 and HIF-1α genes while exerting an anti-inflammatory effect. Our studies on mouse BMDMs revealed that LPS plus IFN-γ promoted the expression of Notch1, HIF-1α and p-NF-κB and induced the polarization of BMDMs towards M1 macrophages. In contrast, after treating LPS plus IFN-γ-induced M1 macrophages with DAPT, an inhibitor of the Notch pathway, the inhibition of the Notch signalling pathway was accompanied by a significant decrease in HIF-1α and p-NF-κB protein levels. Overexpression of NICD1 in mouse bone marrow-derived M1 macrophages was accompanied by increased expression of HIF-1α and p-NF-κB. The above findings suggest that in LPS plus IFN-γ-induced M1 macrophages, Notch1 activation is necessary for inflammatory activation of macrophages and that HIF-1α and p-NF-κB activation is largely dependent on the Notch1 pathway. The Notch1-HIF-1α/p-NF-κB signalling pathway axis thus plays an important role in LPS- and IFN-γ-induced M1-type activity in mouse BMDMs. Previous studies have shown that LPS-activated M1 macrophages exhibit activation of the Notch1 (22), HIF-1α (21, 41) and NF-κB signalling pathways (23). The activation of all three signalling pathways promotes the neurotoxic polarization of macrophages and the secretion of corresponding inflammatory factors (21–23, 41). In contrast, a study on mouse liver macrophages and RAW264.7 cells showed that a significant portion of the activation of HIF-1α and p-NF-κB by LPS was achieved through Notch1. Knockdown of Notch1 in macrophages resulted in significantly diminished activation of HIF-1α and p-NF-κB by LPS and significantly reduced expression of the M1 macrophage marker iNOS (20). This finding is similar to our conclusion; that is, whether in mouse bone marrow-derived M1 macrophages induced by LPS plus IFN-γ or in mouse liver macrophages and RAW264.7 cells induced by LPS alone, the Notch1-HIF-1α/p-NF-κB axis plays an important role in regulating the inflammatory polarization of macrophages, and Notch1 is at the core of the pathway. We also confirmed that the regulation of neurotoxic macrophage inflammation by PBM is achieved, at least in part, through the Notch1-HIF-1α/p-NF-κB signalling pathway axis. PBM was found to play a role similar to that of Notch pathway inhibitors. Inhibition of Notch1 expression in M1 macrophages was accompanied by the decrease of HIF-1α and p-NF-κB expression and the disturbance of neurotoxic activation of macrophages. Moreover, PBM reversed the overexpression of NICD1 in M1 macrophages to some extent.

In summary, as shown in the schematic diagram (**Figure 8**), direct irradiation of the spinal cord injury area with *in vivo* buried biomedical optical fibres can promote the recovery of motor function in the lower limbs of SCI mice by inhibiting neurotoxic macrophage activation and reducing cytotoxic cytokine secretion. The potential mechanisms of action may be multifaceted. For example, PBM inhibited the neurotoxic polarization of macrophages through modulation of their polarization-related Notch1-HIF-1α/p-NF-κB axis while reducing the expression of inflammation-related IL-6, IL-1α, and COX-2. The reduction in neurotoxic cytokine secretion indirectly promoted neuronal survival and the recovery of motor function. Our findings provide new insight into the biological role, regulatory targets and molecular mechanisms of PBM in spinal cord injury. The main shortcomings of this study are as follows. First, the examination of signalling pathways related to PBM was limited to *in vitro* experiments and lacked validation of the related pathways *in vivo*. In response to this problem, our group will further construct myeloid-specific Notch1 knockout mice, and on this basis, study the role of Notch1 signalling pathway in the regulation of macrophage polarization in the spinal cord injury area by PBM. Second, we focused only on the effect of PBM on the inflammatory response associated with macrophage polarization in the early stages of SCI, while the targets and biological functions of PBM may be diverse. Additionally, we used only male mice in this study, and the relevant findings thus cannot be extrapolated to female mice or other animals or injury models without further experimental investigations. Therefore, in the next step, we will design corresponding experiments to fully elucidate the mechanisms and possible targets of PBM to promote recovery from SCI and address these shortcomings.

**Figure 8:**
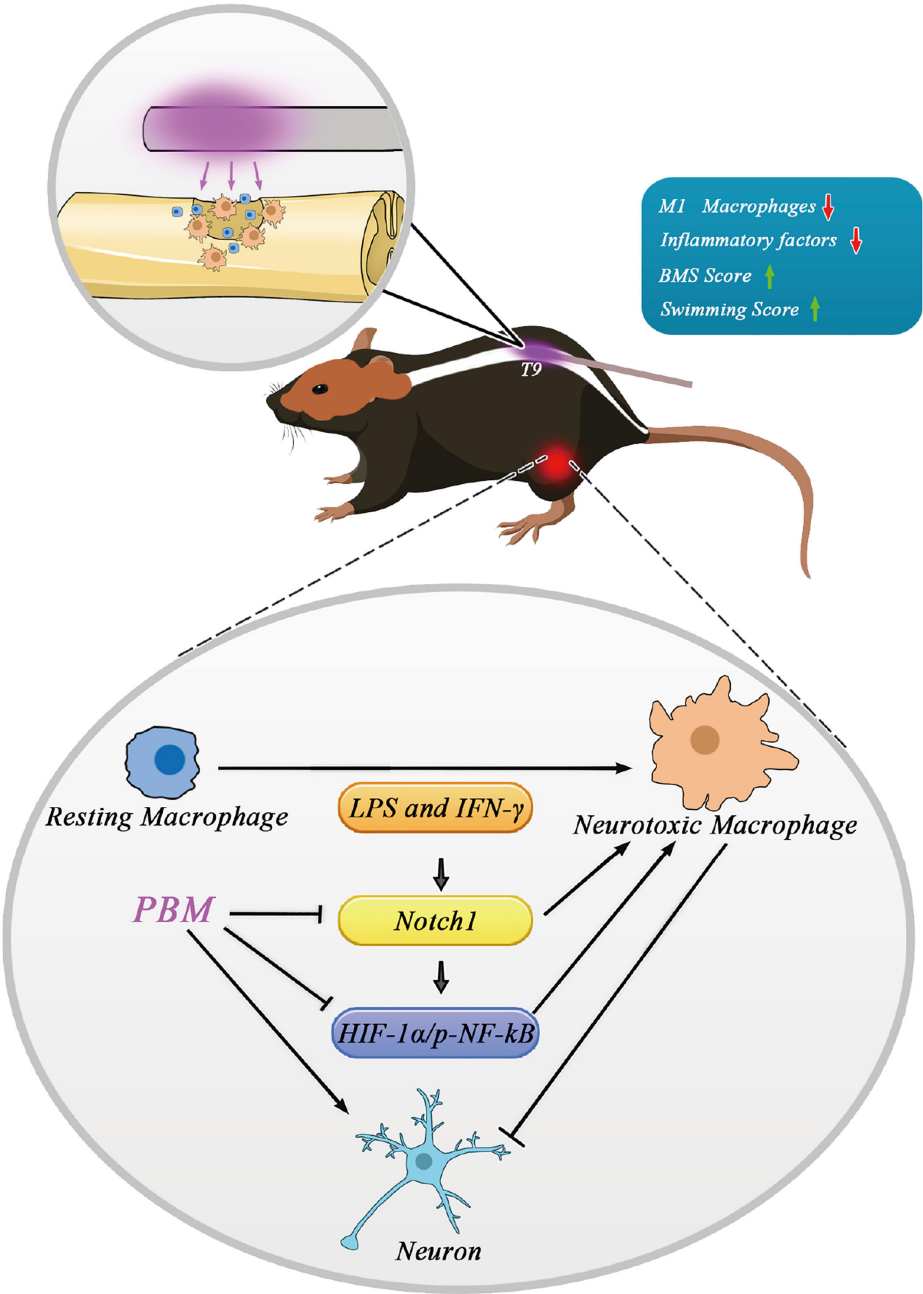
Schematic model showing the regulatory role of PBM on M1 macrophages and its possible molecular mechanisms. Macrophages in the resting state become activated and are involved in neuroinflammation after spinal cord injury. Activated neurotoxic macrophages have damaging effects on neurons by secreting cytotoxic cytokines. The Notch1 and HIF-1α/p-NF-κB axis are involved in macrophage activation. Specifically, the Notch1 pathway is involved in the activation of neurotoxic macrophages and the expression of HIF-1α and p-NF-κB. The neuroprotective mechanism of PBM may be related to its inhibition of the Notch1-HIF-1α/p-NF-κB axis, which is associated with the activation of neurotoxic macrophage cells.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repositories and accession numbers can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE188917.

## Ethics Statement

The animal study was reviewed and approved by The Ethics Committee of the Fourth Military Medical University.

## Author Contributions

YM, PL, and CJ contributed equally to this work and share the first authorship. YM, TD, XH, and ZW designed and conceived the study. PL, CJ, and XL built the animal model and conducted PBM intervention. XZ, ZL, JZ, KL, XW, ZJZ, ZS, and ZHZ performed the experiments. YM, CJ, and XW contributed to the analysis. The manuscript was written by YM, PL, and CJ. XH and ZW critically contributed to and revised the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

National Natural Science Foundation of China (81070996, 81572151); Shaanxi Provincial Science and Technology Department (2021SF-029, 2021ZDLSF02-10, 2020ZDLSF02-05); The Everest Project of Fourth Military Medical University (2018RCFC02).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

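RNA-seq was analysed for 3 libraries each of M0 macrophages, M1 macrophages and M1 macrophages treated with PBM. The authors deposited FPKM values in 2 tables, 1 for the 3 M0 libraries and 1 for the other 6, each with 55655 rows. The methods describe mRNA enrichment, fragmentation, reverse transcription, library construction and HiSeq sequencing by a service company, and name Cufflinks methods for the expression values. The aligner, the genome build, the annotation and any filter are not named in the paper's text. The row names of 320 loci begin with MSTRG, the form that the assembler StringTie gives. Because the genome build is not named, no coordinates are printed, and the reference (GENCODE release M21 on GRCm38) was used only for gene symbols, transcript lengths, GC content and Entrez identifiers. Symbols were found for 55154 rows, and 181 Ensembl identifiers had none. MSTRG rows held between 0.325% and 0.522% of the summed FPKM of a library. Samples were assigned to conditions and replicate numbers from their labels.

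Depth was estimated from the FPKM values themselves. In genes with a single annotated transcript, FPKM multiplied by transcript length would fall on multiples of the value of 1 fragment if fragments were counted whole. Between 27.3% and 29.9% of the low values were whole multiples of this step, where values spread evenly would give 10%. The steps correspond to 30560000 to 41780000 fragments over the 9 libraries. Since most values were not whole, no reads were recovered and no test of counts was run. Upper estimates from the longest annotated transcript put 879.3 to 2242.4 fragments behind Adora2b in the 6 libraries compared, 25 to 363.4 behind Arg1 and 3.6 to 74.7 behind F3.

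The comparison of M1 + PBM with M1 used limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend on mean expression) on log2(FPKM + 1). Rows with an FPKM of at least 1 in at least 3 of the 6 libraries were kept, which left 12238. A gene was called by the paper's thresholds, an unadjusted p of at most 0.05 and an absolute log2 fold change of at least 1, and separately by a Benjamini-Hochberg adjusted p under 0.05. The paper's statistics section names Student's test and analysis of variance for the paper as a whole, and its text does not name the test behind the DEGs. M0 libraries stand in a table of their own and entered no test. Lists of genes for 11 processes were tested with camera at a preset correlation of 0.01, with fry, and with an estimated correlation. The last 2 were run only on the fit without the replicate block. Reactome pathways of 10 to 500 tested genes were tested with a one-sided Fisher's exact test. The tests were run on simulated data first. For the counts given here the noise was drawn independently for each library, so same-numbered libraries were not alike in it. With 200 of 12238 genes changed by a log2 fold change of 1.5 to 3 in size, all of them with a mean log2 level above 2, 98.5% of them were recovered by the paper's thresholds and 93.5% at an adjusted p under 0.05, while 47 of the unchanged genes passed the paper's thresholds.

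The genes named in the text follow a rule. They are the genes of Figure 4D, Cd86, the Notch genes of Supplementary Table 3 with Hes5, the sex-linked genes, and in each direction the 5 genes with the largest change among those with an adjusted p under 0.05 and no overlap between the groups. Where fewer than 5 qualified, which was so in both directions, the 5 largest by the paper's thresholds without overlap were taken. Csf3, Szrd1, Alb, Chil3, Cyp2a5, Col1a1, the liver genes and the other stromal genes were named after their values were seen.

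The replicate numbers were checked as pairs. The deviations of each library from its group mean correlated across genes between M1 and M1 + PBM libraries of the same number, with r of 0.157, 0.469 and 0.462 for replicates 1 to 3. Between different numbers r lay between -0.491 and 0.0328. The first principal component, with 43.8% of the variance, separated the replicate numbers. The numbers were therefore taken to pair the samples, and a fit with the replicate as a block was made beside the one without it.

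The alternatives were a pseudocount of 0.1, no minimum FPKM, a mean FPKM of at least 5, median-of-ratios scaling, quantile normalization, eBayes without the trend, the replicate block, a test without moderation of the variance, and leaving out each library in turn. The fits that left out a library had no block, so 1 replicate number stood in 1 group only. No fit left out a whole pair. Alternatives chosen after the data were seen were a pseudocount of 0.1 with no minimum FPKM, these together with the replicate block, the genes above 0 in all 6 libraries, and the inflammatory response list without the genes of Figure 4D. Marker lists of neutrophils, dendritic cells, lymphoid cells, stromal cells and erythroid cells were set in advance, and a list of 18 genes abundant in liver was written after albumin was seen. Changes between M0 and M1 were described without a test, with M1 replicate 1 set against M0 and M1 replicates 2 and 3 against M1 + PBM, so that no library stood on both sides. This used the 13915 rows with an FPKM of at least 1 in at least 3 of the 9 libraries, and 10000 random lists of the same mean expression. Trends on GC content and transcript length were removed with mgcv 1.9.3. Tables and plots were made with Python 3.11.15, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. The paper's GO analysis was not repeated, since GO annotation was not used here.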

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

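The sex-linked genes, the stromal genes, the inflammatory genes of M0 replicate 3 and albumin drew attention through their values, and the tests of the sex-linked, stromal and M0 explanations were chosen after that. The test of liver genes was chosen after albumin was seen and before its own genes were looked at.

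The paper states that male mice were used. Xist, which is transcribed from the inactive X chromosome of female cells, had an FPKM of 55.7 in M1 replicate 3 and 64.8 in M1 + PBM replicate 3, and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were listed at 0 in both. In replicate 2 of both groups Xist was at 0.0015 or below, and Ddx3y was at 5.77 and 5.64. In replicate 1 both were present, with Xist at 11.6 and 13.0 and Ddx3y at 3.45 and 3.79. M0 replicate 1 also held both (Xist 23.6, Ddx3y 4.50), M0 replicate 2 had Ddx3y at 8.49 with Xist listed at 0, and M0 replicate 3 had Ddx3y at 6.59 with Xist at 0.0077. An exchange of libraries of different numbers between M1 and M1 + PBM is excluded as the source of the differences, because 3 of the 3 same-numbered pairs showed the same sex-linked genes. An exchange within a number would leave these genes as they are and is not addressed by them. Loss of the Y chromosome in male cells is excluded too, because the lowest Xist value in the libraries without Y-linked genes was 55.7. Cultures from mice of different sex remain as a candidate explanation. Such cultures need libraries with Xist and without Y-linked genes, of which there were 2, beside 4 with Y-linked genes alone and 3 with both. Libraries with both could come from pooled marrow, which was not tested. M0 replicate 3 and the M1 libraries of the same number differ in these genes, so the replicate number does not pair M0 with the other libraries. The sex of the donor goes with the replicate number, so it does not separate M1 from M1 + PBM.

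In M0 replicate 3, Col1a1 had an FPKM of 122.8, against 4.44 and 3.44 in M0 replicates 1 and 2. Stromal cells in that culture are a candidate source. Of the 13 genes of a stromal list drawn up in advance, 13 were at least 2 times as high there as in both other M0 libraries, among them Sparc (55.7), Col1a2 (45.9), Bgn (42.6) and Acta2 (40.3). Some of these genes are also found in the macrophage libraries, where 5 to 10 of the 13 reached an FPKM of 1. The median FPKM of the other marker lists stayed low in M0 replicate 3. It was 0 for the neutrophil genes (0 and 0.017 in M0 replicates 1 and 2), 0.045 for the dendritic cell genes (0.014 and 0.023), 0.022 for the lymphoid genes (0.0090 and 0.030) and 0.020 for the erythroid genes (0 and 0). Over the 9 libraries these medians did not exceed 0.017, 0.12, 0.033 and 0.12. No biological explanation was tested.

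The same library held inflammatory transcripts, with Il1b at an FPKM of 25.1 against 0.285 and 0.244 in M0 replicates 1 and 2. Cxcl1 was at 13.3, Il1a at 10.3, Ptgs2 at 4.26 and Nos2 at 1.79. RNA of an M1 library mixed in at a single share is excluded as the whole source. Over the 100 genes highest in M1 relative to the other M0 libraries, the share of the M1 level found in M0 replicate 3 was 0.542% at the 10th percentile, 3.13% at the median and 11.9% at the 90th, where a mixture would bring each gene at about the same share. An inflammatory response of this culture was not tested and stays open. Values of M0 replicate 3 should not be read as those of resting macrophages alone.

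Albumin (Alb) had an FPKM of 9.01 in M1 replicate 2 and was listed at 0 in the other 8 libraries. Liver RNA in this library is a candidate source. Of 18 genes abundant in liver, a list that leaves albumin out, 16 had an FPKM of at least 0.05 there and were higher than in the other 8 libraries. The highest were Ttr (3.14), Hpx (2.72), Serpina3k (1.30) and Apoa1 (1.21). Apoa2, at 3.45, was as high in M1 replicate 3. Cyp2a5 and Chil3, which are not on the list, were at 4.47 and 9.69, against at most 0.050 in the other libraries. Chil3 is not counted here as a liver gene. Of 10 erythroid genes, 5 were also highest in M1 replicate 2 (median FPKM 0.12), so a source in liver alone is not shown. The list summed to an FPKM of 17.9 of the library's 408696.3. Where this RNA came from was not tested. M1 replicate 2 is also the M1 library whose removal raised the number of DEGs from 32 to 69. That fit leaves its replicate number in M1 + PBM only.

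The assembled locus that passed the adjusted threshold had a mean FPKM of 13.1 in M1 and was listed at 0 in the M1 + PBM and M0 libraries. It was the only row with an FPKM of at least 1 in the 3 M1 libraries and 0 in the 3 M1 + PBM libraries, and 0 rows showed the reverse. A lost or moved estimate and a loss of expression cannot be told apart, because the row has no annotated gene or position. MSTRG rows are at 0 in some library more often than annotated genes, in 18.1% against 0.541% of the rows that reach an FPKM of 1. Among the 43 MSTRG rows with a mean of 5 to 20 FPKM, however, 1 was at 0 in any of the 6 libraries, and that row is this locus, so the matched comparison decides nothing.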

How the results depend on the processing

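The alternatives were fixed before the data were examined, except for 4 added after the values were seen. The direction of Il6, Ptgs2, Il1a, Nos2, Adora2b, Il1b, Cxcl1, Notch1, Hif1a, Rela, Inhba and Cxcl2 and their side of an unadjusted p of 0.05 were the same under each of the alternatives run for single genes. So were the direction of the inflammatory response list and its call with camera at the preset correlation.

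The number of DEGs by the paper's thresholds, 32 (3 higher, 29 lower), was 75 with a pseudocount of 0.1 (23 higher, 52 lower), which gives low genes larger fold changes. It was 13 (0 higher, 13 lower) with a test without moderation of the variance. With median-of-ratios scaling 1 gene was higher. With no minimum FPKM the count was 29, with a mean of at least 5 it was 25, and with quantile normalization 34. Across the 6 fits that each left out 1 library it ranged from 27 to 89, with 4 to 39 genes higher and 22 to 60 lower. The fit without M1 + PBM replicate 2 gave 89, and the fit without M1 replicate 2 gave 69. Fits that leave out 1 library are uneven in the replicate number. They cannot part an effect of PBM from differences between replicates. With a pseudocount of 0.1 and no minimum together, chosen after the values were seen, there were 236 DEGs (104 higher, 132 lower). The cause of these differences was not tested beyond the settings themselves. The count at an adjusted p under 0.05 was 1 under each alternative fixed in advance apart from the test without moderation, for which it was not computed, and from 1 to 1 with libraries left out. It was 0 when only the 12200 genes above 0 in all 6 libraries were tested, which leaves out the assembled locus, and 547 of these genes had an unadjusted p of at most 0.05.

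With the replicate number as a block, the count of DEGs was 45, with 5 higher and 40 lower, and 30 of the 32 genes were shared. The number of genes at an unadjusted p of at most 0.05 went from 543 to 988, and 1 gene had an adjusted p under 0.05. With the block, a pseudocount of 0.1 and no minimum together, chosen after the values were seen, it was 273 (110 higher, 163 lower), with 0 genes at an adjusted p under 0.05 and 1690 at an unadjusted p of at most 0.05. Added to the original fit, the block changed no call of the named genes checked for this or of the 11 gene lists. Csf3, Szrd1 and F3 were not among the genes checked. After trends on GC content and transcript length were removed, the nuclear respiratory chain list passed without the block and did not pass with it.

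The inflammatory response list, with a median of -0.47, lost its call under fry and an estimated correlation, both run without the replicate block. So did the HIF-1 and glycolysis list, with a median of -0.17. Without the genes of Figure 4D, a choice made after the values were seen, the median of the former was -0.39, and it passed with camera at the preset correlation (adjusted p = 4.7e-18) and did not pass under fry (0.295) or an estimated correlation (0.0913). The median of the Notch pathway list was 0.0036 with no minimum FPKM and ranged from -0.0025 to 0.063 with libraries left out. It was -0.073 with median-of-ratios scaling and -0.020 with a mean FPKM of at least 5. That of the respiratory chain genes of mitochondrial DNA ranged from -0.27 (without M1 replicate 3) to 0.37 (without M1 replicate 2), and passed in these 2 fits, with medians of opposite sign. That of the nuclear respiratory chain genes was 0.085 and past the threshold with no minimum FPKM (camera, adjusted p = 0.0033), and 0.061 and past it with quantile normalization (adjusted p = 0.035), with a range from 0.0033 to 0.97 over its alternatives. Without these settings its adjusted p was 0.14. The M2 marker list had a median of -0.073 with no minimum, with an adjusted p of 0.0066 (0.0066 to 0.94 over its alternatives), and of -0.056 with median-of-ratios scaling, and it ranged from -0.11 to 0.10 with libraries left out. The cholesterol biosynthesis list went to -0.054 with a mean FPKM of at least 5, to -0.040 with median-of-ratios scaling and to -0.052 with quantile normalization, and ranged from -0.25 to 0.26 with libraries left out. The cause was not tested.

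The rank of Il6 ranged from 1 to 3, that of Ptgs2 from 2 to 7 and that of Il1a from 3 to 11 with libraries left out. Il1a ranked 7 with a pseudocount of 0.1 and with quantile normalization. With the 3 genes higher with PBM alone, 0 Reactome pathways passed, since they are few. Reactome with genes at an adjusted p under 0.05 was not run, because the only such row has no Entrez identifier. With M1 replicate 3 in place of M1 replicate 1 on the M0 side, the correlation across genes between the change from M0 to M1 and the change with PBM went from -0.46 to -0.14, and the share of M1-induced genes that fell went from 94% to 70%.

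Among single genes, leaving out libraries moved the log2 fold change of Arg1 between -0.86 and 0.16, of Tgfb1 between -0.20 and 0.045, and of Jag1 between -0.17 and 0.28. The sex-linked genes changed sign when a library of another sex was left out, with Xist from -1.46 to 1.76, Ddx3y from -0.79 to 0.86, Eif2s3y from -0.82 to 0.96, Kdm5d from -0.37 to 0.49 and Uty from -0.53 to 0.67. Over 28 named genes and 346 values, 10 values were weaker, 2 stronger and 18 reversed. Depth limits F3, whose values rest on at most about 74.7 fragments.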

Differences from the paper's values

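The paper reports 446 DEGs, and limma's test on log2(FPKM + 1) gave 32 by the same thresholds. The paper's counts are 313 upregulated and 133 downregulated, and those found here are 3 higher and 29 lower with PBM. The paper gives its counts for PBM treatment relative to the control group. In the heatmaps of Figures 4A and 4D most genes of the set are lower with PBM, while at an unadjusted p of at most 0.05 without a fold threshold 366 genes were higher and 177 lower with PBM here (limma), and 1041 against 309 among genes without overlap. In the exchanged direction, the counts here are 29 against the paper's 313 and 3 against the paper's 133. With a pseudocount of 0.1 the counts were 75 in all, 23 higher and 52 lower. With 1 of the 6 libraries left out they were between 27 and 89 in all. None of the alternatives set before the data were examined closed the gap for any of the 3 counts, in either direction. With a pseudocount of 0.1 and no minimum FPKM together, which was chosen after the values were seen, 132 genes were lower against the paper's 133 downregulated, with 104 higher and 236 in all. In the exchanged direction the 104 are within 1.5 times of the paper's 133, and the 132 stand against the paper's 313. Adding the replicate block to these, also chosen after the values were seen, gave 163 lower, within 1.5 times of the paper's 133, with 110 higher, which is within 1.5 times of it in the exchanged direction, and 273 in all.

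The legend of Figure 4 names IL-6, PTGS2 and IL-1α as the inflammatory genes with the largest fold differences. In the 71 tested genes of the inflammatory response list Il1a ranked 5, behind Csf3 (-2.16) and Cxcl2 (-1.96), with a log2 fold change of -1.74. Without M1 replicate 1 the ranks of Il6, Ptgs2 and Il1a were 1, 2 and 3, and without M1 replicate 2 Il1a ranked 11. With a pseudocount of 0.1 or quantile normalization Il1a ranked 7. The legend gives the 3 genes a p below a bound that the unadjusted p of Ptgs2, 0.0104 in limma, did not meet, with an exact permutation p of 0.1. It met the bound without M1 replicate 2 or without M1 + PBM replicate 2.

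The paper lists F3 among the genes that differ. Its FPKM was 0.55 in M1 and 0.10 in M1 + PBM, below the minimum, and with no minimum it was not called (log2 fold change -0.46). With a pseudocount of 0.1 and no minimum together, chosen after the values were seen, F3 was called with a log2 fold change of -1.51, and it was also called when the replicate block was added. The paper states that Notch1 and HIF-1α were significantly downregulated. Both were lower here, at an unadjusted p of 0.00044 and 9.3e-05 (limma), which meets the paper's p threshold. Their adjusted p was 0.81 and 0.38 (limma). Their log2 fold changes of -0.62 and -0.97 were under the fold threshold given for DEGs. The paper also reports lower levels of both by RT-PCR and western blot, which were not examined here. Hif1a met both thresholds with median-of-ratios scaling (-1.04) and in the fits without M1 replicate 3, M1 + PBM replicate 2 or M1 + PBM replicate 3 (down to -1.01). Notch1 met the fold threshold under none of the settings run.

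From RT-PCR, a different assay, the paper describes Notch1 as the most expressed Notch pathway gene in BMDMs. By FPKM, Notch2 was higher than Notch1 in each of the 9 libraries, with 40.9 against 8.86 in M0, 59.8 against 37.5 in M1 and 47.8 against 24.1 in M1 + PBM.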

Other observations

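The tests of library scaling on the inflammatory response list, of the M1-induced genes and of scaling in replicate 2 were chosen after the values they explain were seen.

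Other splits of the 6 M1 and M1 + PBM libraries gave as many DEGs or more. Of the 10 splits into 3 and 3, 4 gave at least 32 DEGs, the real split included, and the largest gave 142, when M1 replicates 1 and 2 and M1 + PBM replicate 2 stood against the rest. That split parts 1 pair, and so sets replicate numbers, with their donors, against each other. Among the 4 splits that part all 3 pairs, the real split gave the most DEGs with the replicate block, 45, and 1 of the 4 reached that number. The largest of the others gave 30. For genes at an adjusted p under 0.05, 6 of the 10 splits gave as many. For Reactome pathways, 3 of the 10 gave as many as 7. The other 2 of these part 1 pair each, and among the 4 that part all pairs only the real split reached 7, and the next gave 4. For the inflammatory response list, 1 of the 10 splits, and 1 of the 4 that part all pairs, had a median as far from 0, the real one, and the next was -0.34. With 3 libraries against 3 no share under 0.1 can arise, so chance and an effect of PBM cannot be told apart by this count. In simulated data of the same size, 47 of the unchanged genes passed the paper's thresholds, and 98.5% of 200 simulated changes were recovered. The simulated noise was independent between libraries, whereas same-numbered libraries were alike in the real data. The 47 are therefore no measure of what chance gives here. Without the block, the other splits that part all 3 pairs gave 7, 26 and 14 DEGs, against 32 for the real split.

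The fall of the inflammatory response list is not explained by a trend on GC content or transcript length. With such trends removed from each library the median was -0.48, with all 71 genes covered. The trends were small, and removing them moved the log2 fold change of single genes by an SD of 0.016. Nor is it explained by library scaling, since the smaller median under the scaling alternatives was -0.46. A hypothesis is that PBM weakens the whole M1 programme. Of the 100 genes highest in M1 relative to M0, 94% fell with PBM, where lists of random genes of the same mean expression fell in 48% (median of 10000 lists, with few above 57%). On the inflammatory list stood 27 of these genes, and of the 73 others 93.2% fell. Across the 13915 genes Spearman's correlation was -0.46, and genes are not independent replicates. Of the 100 genes lowest in M1 relative to M0, 92% rose with PBM, against 69% of random genes. With M1 replicate 3 on the M0 side the share that fell was 70%, against 49% of random genes. The levels of M0 and M1 come from separate tables and M0 replicate 3 holds stromal and inflammatory transcripts, so these values describe the libraries and may depend on them.

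For the respiratory chain genes, the median of the nuclear list was 0.095 after trends on GC content and length were removed, where the list passed (camera, adjusted p = 0.037, and 0.063 with the replicate block, with 0.0033 to 0.97 over the other alternatives), and the lower median under the scaling alternatives was 0.014. A PBM effect and library scaling cannot be told apart for the nuclear list, because its call depends on the setting, and single libraries moved the mitochondrial list across 0.

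The change with PBM was smallest in replicate 2. The inflammatory response list had a median change of -0.49, -0.12 and -0.62 in replicates 1 to 3, and 59, 47 and 62 of 71 genes were lower. Scaling is excluded as the source, because under quantile normalization the median of replicate 2 was -0.092, against -0.48 and -0.61. A lower activation of M1 replicate 2 stays open, and so does a source in M1 + PBM replicate 2. The median log2 level of these genes in M1 replicate 2 was 5.54, against 5.67 and 5.91 in M1 replicates 1 and 3. In M1 + PBM replicates 1 to 3 it was 5.10, 5.33 and 4.69, so replicate 2 was the highest there. Either place would fall to a given library of 3 by chance in 1 of 3 cases. Replicate 2 is also the one with Y-linked genes and no Xist, so the sex of the donor, as a biological explanation, is open and untested with 1 pair.

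Of the lists not discussed by the paper, 18 chemokine genes passed with camera (adjusted p = 3.6e-06), as did 53 interferon-stimulated genes (1.3e-08), 24 cell proliferation genes (0.019) and 21 heat shock genes, whose median was -0.10 (5.1e-04). None of these 4 passed under fry or an estimated correlation, which were run without the replicate block. The proliferation list did not pass with camera with a mean FPKM of at least 5 (median 0.17). Nor did it pass without M1 replicate 2 (0.23), M1 + PBM replicate 1 (0.13) or M1 + PBM replicate 3 (0.19). Its median was 0.55 without M1 + PBM replicate 2. The median of the chemokine genes was -0.082 without M1 replicate 3 and -0.73 without M1 replicate 2, and that of the interferon-stimulated genes was -0.016 without M1 replicate 3. That of the heat shock genes was -0.15 without M1 replicate 3 and -0.23 without M1 + PBM replicate 3. The median of 22 cholesterol biosynthesis genes was 0.0076 (adjusted p = 0.40). It was 0.26 without M1 replicate 2, -0.25 without M1 replicate 3 and -0.24 without M1 + PBM replicate 2, and the list passed with camera in each of these fits, with medians of both signs. Without M1 replicate 1 it was -0.011, and without M1 + PBM replicates 1 and 3 it was 0.051 and 0.18. Each of these fits leaves the replicate numbers uneven between the groups.

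In M0 macrophages, Notch1 was at an FPKM of 8.14 to 9.85 and Hif1a at 10.4 to 16.7, against 35.6 to 39.7 and 44.2 to 49.7 in M1. Cd86, a marker of M1 macrophages, was at 0.715 to 1.35 in M0, 13.8 ± 1.90 in M1 and 9.46 ± 1.58 in M1 + PBM (SD, n = 3 libraries each). Its log2 fold change with PBM was -0.50 (exact permutation p = 0.1), and without M1 + PBM replicate 1 it was -0.39 and did not pass an unadjusted 0.05 in limma. M0 and M1 values come from tables normalized separately and were not tested against each other.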
